# Transcriptional changes in specific subsets of *Drosophila* neurons following inhibition of the serotonin transporter

**DOI:** 10.1038/s41398-023-02521-3

**Published:** 2023-06-24

**Authors:** Shivan L. Bonanno, David E. Krantz

**Keywords:** Molecular neuroscience, Depression, Comparative genomics

## Abstract

The transcriptional effects of SSRIs and other serotonergic drugs remain unclear, in part due to the heterogeneity of postsynaptic cells, which may respond differently to changes in serotonergic signaling. Relatively simple model systems such as *Drosophila* afford more tractable microcircuits in which to investigate these changes in specific cell types. Here, we focus on the mushroom body, an insect brain structure heavily innervated by serotonin and comprised of multiple different but related subtypes of Kenyon cells. We use fluorescence-activated cell sorting of Kenyon cells, followed by either bulk or single-cell RNA sequencing to explore the transcriptomic response of these cells to SERT inhibition. We compared the effects of two different *Drosophila* Serotonin Transporter (*dSERT)* mutant alleles as well as feeding the SSRI citalopram to adult flies. We find that the genetic architecture associated with one of the mutants contributed to significant artefactual changes in expression. Comparison of differential expression caused by loss of SERT during development versus aged, adult flies, suggests that changes in serotonergic signaling may have relatively stronger effects during development, consistent with behavioral studies in mice. Overall, our experiments revealed limited transcriptomic changes in Kenyon cells, but suggest that different subtypes may respond differently to SERT loss-of-function. Further work exploring the effects of SERT loss-of-function in other circuits may be used help to elucidate how SSRIs differentially affect a variety of different neuronal subtypes both during development and in adults.

## Introduction

Though serotonergic neurons comprise only ~1/200,000 neurons in humans, they project to and influence nearly every region of the mammalian brain [1, 2], and represent a commonly targeted neurotransmitter system in the treatment of depression [3–6]. The predominant method by which serotonin is cleared from the extracellular space is through reuptake into the presynaptic cell by the plasma membrane serotonin transporter (SERT) [7–10]. SERT is the target of selective serotonin reuptake inhibitors (SSRIs), which inhibit its activity and thus prolong the availability of extracellular serotonin to bind and activate serotonin receptors (5-HTRs). Widespread prescription of these drugs has motivated many studies of their long-term effects utilizing peripheral samples [11–13] or highly heterogeneous brain tissue [14, 15]. However, a deeper understanding of serotonergic circuits and their responses to therapeutic interventions remains elusive due in part to the heterogeneity of serotonergic neurons themselves and the cells that they innervate. Such cellular diversity has been highlighted recently in mammals [1, 16, 17], and a few studies have analyzed gene expression in specific populations of cells postsynaptic to serotonergic neurons [18, 19]. Several reports have investigated changes in ribosome-loaded RNA in a particular cell type after environmental/behavioral perturbations and/or SSRI administration [20, 21]. Another recent study has generated multi-omic datasets on fluoxetine vs. sham-treated mice across multiple brain regions, including two datasets utilizing single-cell RNA-seq (scRNA-seq) to analyze specific hippocampal cell types [14]. The complexity of these findings suggests that further, detailed analysis of the response that occurs in different subtypes of neurons will be necessary to fully understand the molecular effects of SERT inhibition.

Similar to the mammalian CNS, the *Drosophila* brain is innervated by relatively few (~90) broadly projecting serotonergic neurons [22–24]. Due to its relative simplicity, it is much easier to identify structures and circuits in the *Drosophila* brain that are innervated by one or a few, particular serotonergic neurons. This, coupled with the genetic tools available in flies, affords a technically tractable platform for the molecular interrogation of serotonergic circuits and in particular, specific subsets of post-synaptic neurons that receive serotonergic inputs.

The mushroom bodies (MBs) are structures in the central brain of *Drosophila* and other insects required for learning as well as other behaviors [25]. They are densely innervated by a small number of serotonergic cells [26–31] and are comprised of three major cell subtypes of Kenyon cells (KCs) including α/β, α’/β’, and γ KCs, which can be further subdivided based on morphology, birth order, and gene expression [32, 33]. The three major KC subtypes are known to differ in 5-HTR expression profiles [33, 34], with 5-HT1A enriched in KC_α/β_ and 5-HT1B in KC_γ_ proposed to regulate different behavioral outputs [35–37].

We have employed bulk RNA-seq as well as scRNA-seq following the isolation of KCs and identified a small number of genes that are differentially expressed in the MBs following inhibition of SERT activity. Our results also highlight several technical considerations relevant to further transcriptional studies of serotonergic circuits.

## Methods

### Fly husbandry

Flies were maintained on a standard cornmeal and molasses-based agar media with a 12:12 h light/dark cycle at room temperature (22–25 °C).

For experiments involving drug-induced SERT blockade, female flies were sorted on the day of eclosion and maintained on 1% agar + 5% sucrose + 1% blue food dye, with or without the addition of 3 mM citalopram (Sigma, St. Louis, MO, USA, PHR1640), for 4–6 days before dissection.

### Generation of *dSERT*^*TMKO*^ null allele

The *dSERT* genomic locus was analyzed and the portion corresponding to most of the first and second transmembrane domains was identified (~2.6 kb) for deletion, reasoning that excision of these crucial regions along with a simultaneous frameshift mutation would result in a null allele. The donor vector for the *dSERT*^*TMKO*^ allele was then generated according to a previously described protocol [38]. Briefly, ~1 kb homology arms flanking the 5’ and 3’ end of the region to be excised were obtained by PCR. All primers are listed below and written 5’–3’. 5’ arm: Fwd: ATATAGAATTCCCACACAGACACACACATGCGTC and Rev: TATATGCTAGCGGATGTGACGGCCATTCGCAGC (underlined is mutated PAM site). 3’ arm: Fwd: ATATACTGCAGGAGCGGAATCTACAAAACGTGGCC and Rev: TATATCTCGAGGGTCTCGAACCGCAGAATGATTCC. The 5’ and 3’ homology arms were then cloned sequentially into pHD-DsRed (DGRC plasmid 1360) using EcoRI/NheI and PstI/XhoI, respectively. Two sgRNA sequences, one targeting the 5’ end and one targeting the 3’ end of the portion to be deleted, were identified using the UCSC genome browser and integrated quality assessment tools [39, 40]. DNA oligos corresponding to these sequences (sg1: Fwd: TTCGGCTGCGAATGGCCGTCACAT, Rev: AAACATGTGACGGCCATTCGCAGC, sg2: Fwd: TTCGAAAGTTTATCTGTGCCGCTC, Rev: AAACGAGCGGCACAGATAAACTTT) were phosphorylated in vitro and cloned into pU6-BbsI-gRNA (Addgene 45946) [41]. The donor vector and both sgRNA plasmids were sent to Best Gene, Inc (Chino Hills, CA) for injection into *Drosophila* embryos from strains expressing Cas9 in the germline (Vas-Cas9, BDSC:51324). Transformants were identified using 3xP3-DsRed and crossed to balancers to create stable lines. These lines were then back-crossed to *w*^*1118*^ for 6 generations to remove off-target mutations that may have arisen during injection, and to render the rest of the second chromosome more similar to the *w*^*1118*^ genetic background to which it was to be compared in sequencing experiments. The final, outcrossed allele was then crossed to CyO,Cre [42], to excise the floxed 3xP3-DsRed marker, and re-crossed to balancers to obtain the *dSERT*^*TMKO*^ allele used in this study.

### Additional fly lines/alleles used

The following fly lines were used in this study are as follows, with stock numbers for lines obtained from the Bloomington *Drosophila* Stock Center (BDSC, Bloomington. IN, USA) listed in parentheses: *w*^*1118*^ (BDSC:5909), *Mef2-gal4* (BDSC:50742), *UAS-nls.GFP* (BDSC:4776), *CyO,Cre* (BDSC:1092), *dSERT*^*4*^ (gift from H. Schölz), *dSERT*^*16*^ (gift from H. Schölz), *dSERT*^*TMKO*^ (created in this work), DGRP-21 (BDSC:28122), DGRP-129 (BDSC:28141), DGRP-235 (BDSC:28275), DGRP-304 (BDSC:25177), DGRP-320 (BDSC:29654), DGRP-324 (BDSC:25182), DGRP-354 (BDSC:55020), DGRP-382 (BDSC:28189), DGRP-383 (BDSC:28190), DGRP-395 (BDSC:55022), DGRP-406 (BDSC:29657), DGRP-437 (BDSC:25194), DGRP-461 (BDSC:28200), and DGRP-819 (BDSC:28242).

### FACS and RNA-seq library preparation

Fly lines were constructed as described, bearing *Mef2(P247)-gal4* driving *UAS-nls.GFP* to label Kenyon cell (KC) nuclei. Brains were dissected on the day of eclosion (day 0, Figs. 1–3), or day 4–6 (Figs. 4, 5) and the optic lobes removed. Central brains were pooled and dissociated according to previously published methods [43]. The dissociated brain cells were separated by fluorescence-activated cell sorting (FACS) into GFP-positive and GFP-negative isolates using a BD FACS Aria II high-speed cell sorter at the UCLA Jonsson Comprehensive Cancer Center (JCCC) and Center for AIDS Research Flow Cytometry Core Facility [26–31].

**Fig. 1:**
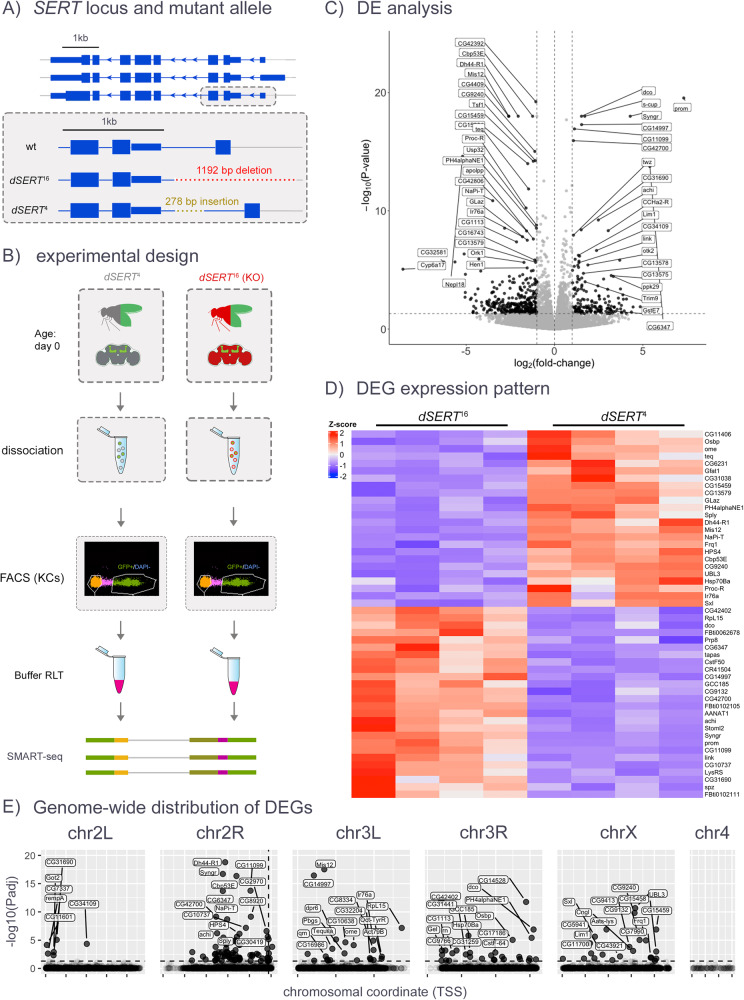
Bulk RNA-seq of KCs, in immediately eclosed (day 0) flies. **A** The *Drosophila dSERT* locus encodes three transcripts (top panel). The *dSERT*^*16*^ mutant bears a 1.1 kb deletion at the 5’ end that includes a non-coding exon and upstream regulatory DNA. The *dSERT*^*4*^ genetic background-matched control contains a 278 bp deletion but does not significantly alter protein expression or behavior compared to WT [67]. **B** Sample preparation for bulk sequencing. Flies contained the *Mef2(P247)-gal4* driver and *UAS-nls.GFP* marker for expression in KCs, and were homozygous for either *dSERT*^*16*^ (mutant) or *dSERT*^*4*^ (control) on the second chromosome. Flies were dissected and pooled by genotype, then dissociated and FACS-sorted in parallel to select for GFP-labeled KCs, followed by isolation of RNA for bulk RNA-seq (SMART-seq). **C** Volcano plot showing differential expression between *dSERT*^*16*^ and *dSERT*^*4*^ groups. DE genes include those encoding the transcription factors *Lim1* and *Achi*, the channels *Ork1* and *Ppk29*, the GPCRs *Dh44-R1, Proc-R, CCHa2-R*, and *Ir76a*, the calcium-binding protein *Cbp53E*, and genes implicated in neuronal development (*Trim9, Mis12)*. **D** The top 50 DE genes are shown as a *z*-score heatmap. **E** DEGs plotted by chromosomal coordinates of genomic locus, with inverse log_10_(*p*_adj_) on the *y*-axis. The horizontal dashed line represents *p*_ad_ ≤ 0.05 cutoff. A large number of DE genes localize to the same chromosomal arm (chr2R) as *dSERT* (vertical dashed line).

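In the BDGP6 annotation the serotonin transporter gene SerT, called dSERT in the paper, is FBgn0010414 and lies on the reverse strand of chromosome 2R from 24404595 to 24411074. The next gene on this strand on its 5′ side, prom (FBgn0259210), lies from 24415410 to 24428387, so that 4336 bp separate the genes, and PIG-Z and CG45069 lie between them on the other strand. Few reads fell on SerT in the sorted cells of either genotype. These cells also held transcripts of glial marker genes, so the SerT reads need not come from KCs. In dSERT4 replicates 2 to 5, the samples used in the study, 51, 64, 69 and 19 reads were counted on SerT, and in dSERT16 replicates 2 to 5 16, 40, 6 and 5 reads. After TMM normalization for library size, SerT stood at 0.481 ± 0.247 CPM (SD, n = 4) in dSERT16 and 1.88 ± 1.15 CPM (SD, n = 4) in dSERT4. Every dSERT16 sample was below every dSERT4 sample (two-sided exact permutation test of log2 CPM, p = 0.0286, the smallest p that 4 samples against 4 allow). Across all genes tested, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave a log2 fold change of -1.92 (standard error 0.70, edgeR adjusted p = 0.519), so that the difference was not past the threshold across all genes. Replicate 1, which the study did not use, held 183 reads on SerT in dSERT4 and 51 in dSERT16, and over all 5 samples per genotype the levels were 2.03 ± 1.05 CPM (SD, n = 5) in dSERT4 and 0.544 ± 0.255 CPM (SD, n = 5) in dSERT16, again with no overlap. The count tables give no reads per exon, so transcripts that begin upstream or downstream of the deletion were not told apart.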

**Fig. 2:**
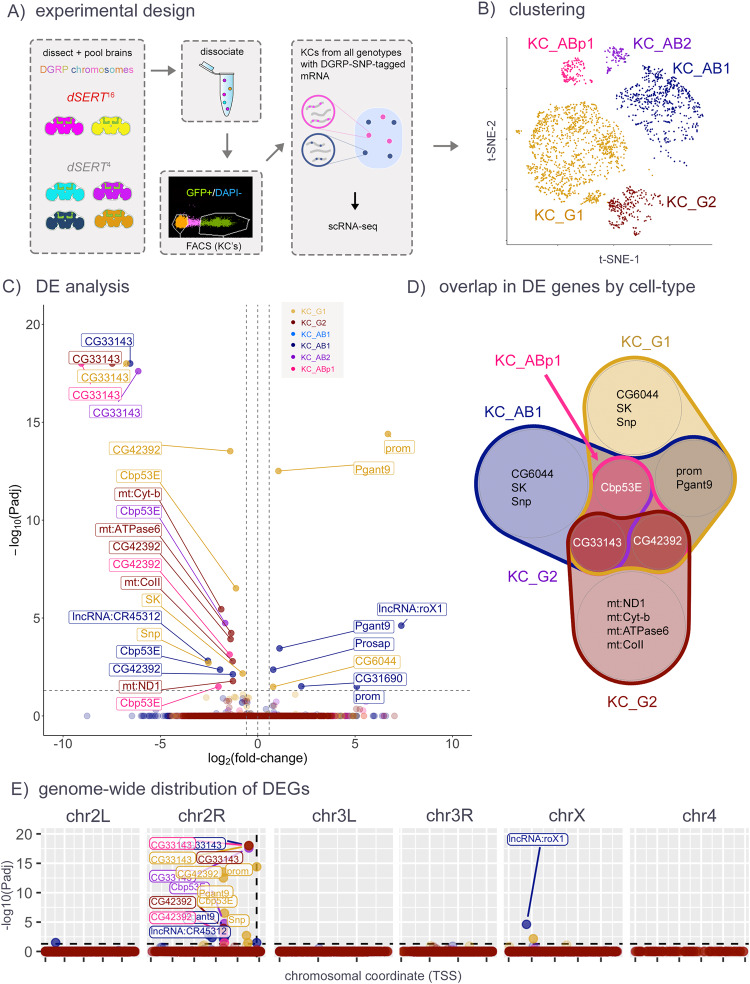
scRNA-seq of KCs from d*SERT*^16^ and d*SERT*^4^ flies, in immediately eclosed (day 0) flies. **A** Flies used for scRNA-seq contained one of six unique third chromosomes derived from different DGRP wild-type lines, as well as the markers and *dSERT* alleles used for bulk seq. Two and four different DGRP lines per group (*dSERT*^*16*^ or *dSERT*^*4*^, respectively) were created and served as biological replicates. Brains from all lines were dissected, pooled, and dissociated together, then FACS-sorted to select KCs used for scRNA-seq. **B** t-SNE dimensional reduction showing the distribution of cells in this dataset among transcriptionally-defined clusters (see the “Methods” section) representing KC_g_ cells (KC_G1, KC_G2), KC_a/b_ (KC_AB1, KC_AB2), and KC_a’/b’_ (KC_ABp1). **C** Volcano plot from “pseudobulk” analysis (by cluster) of DEGs between *dSERT*^*16*^ and *dSERT*^*4*^. Observations are color-coded (as in **B**) by the KC type in which they were identified. **D** Venn diagram showing the overlap of DEGs identified in the major cell clusters. *Cbp53E*, *CG42392*, and *CG33143* were identified as DE in multiple cell types. **E** DEGs are plotted by chromosomal locus as in Fig. 1E. A skewed localization of DEGs to chr2R is notable.

**Fig. 3:**
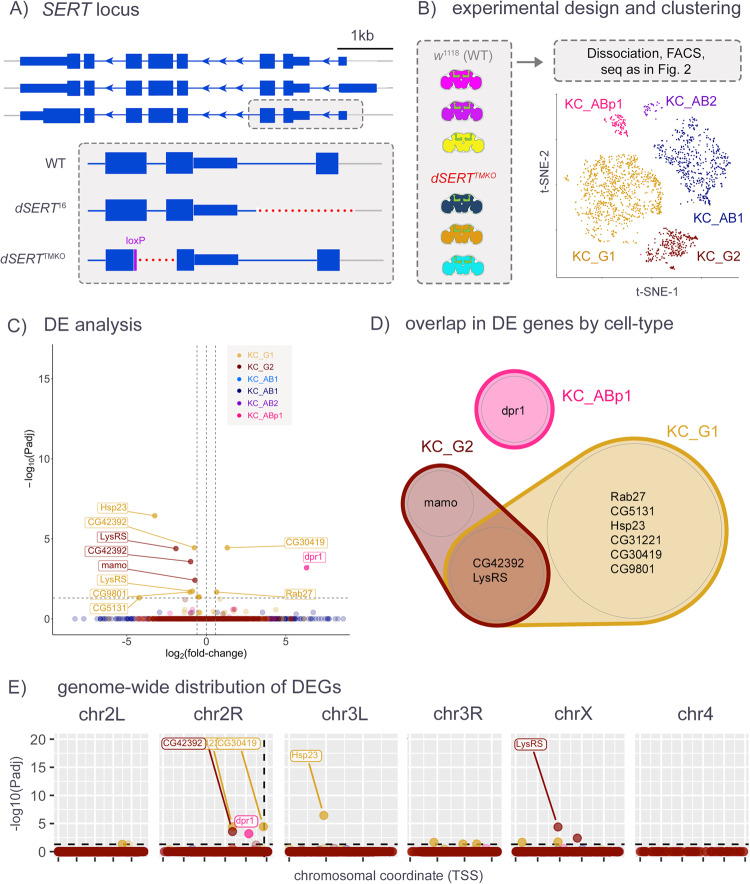
d*SERT*^TMKO^ scRNA-seq, in immediately eclosed (day 0) flies. **A** Cartoon depicts the independently derived *dSERT*^*TMKO*^ deletion compared to *dSERT*^*16*^. **B** Flies used for this scRNA-seq experiment were homozygous for *dSERT*^*TMKO*^ or a WT d*SERT* allele derived from *w*^*1118*^ and expressed with the same transgenes for isolation of KC cells as in Figs. 1 and 2. Each fly was marked by a different DGRP 3rd chromosome variant, and t-SNE plot shows the color-coded distribution of cells by KC cell type as in Fig. 2. **C** Volcano plot as in Fig. 2C from “pseudobulk” analysis (by cluster) of DEGs between mutant and control. Observations are color-coded (as in **B**) by the KC type in which they were identified. **D** Venn diagram showing overlap of DEGs identified in the major cell clusters. *CG42392* and *LysRS* were identified as DE in both KC_G1 and KC_G2. **E** DEGs are plotted by chromosomal position as in Fig. 2F. In contrast to Fig. 2, observations are not concentrated on chr2R.

**Fig. 4:**
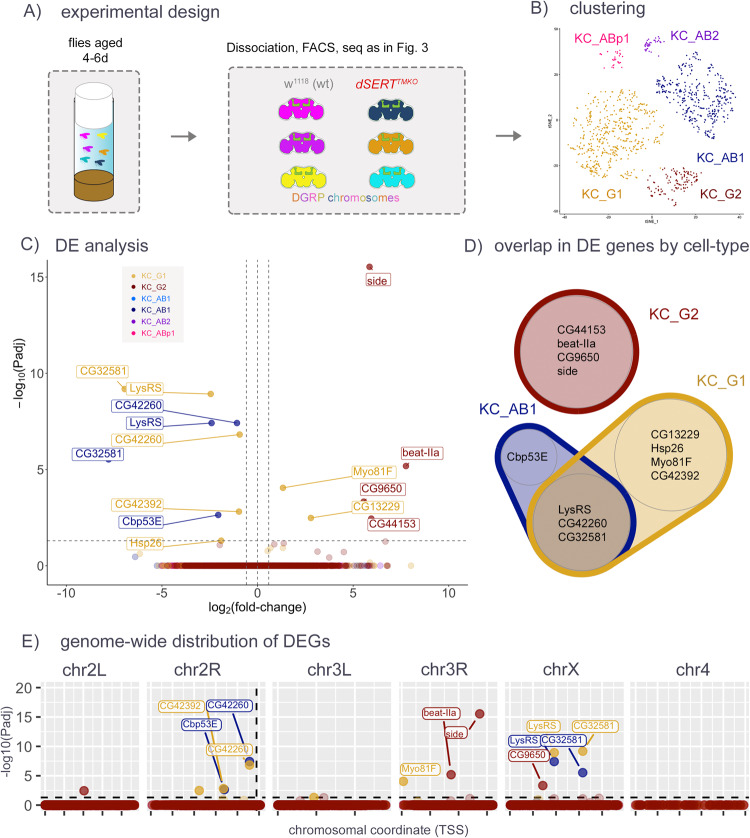
scRNA-seq for d*SERT*^TMKO^ vs. controls in aged (day 4–6) flies. **A** Flies harboring the *dSERT*^*TMKO*^ or WT *dSERT* alleles (in the control line *w*^*1118*^) were aged for 4–6 days and then processed for scRNA-seq as in Fig. 3. **B** t-SNE plot showing identified cell clusters color-coded by KC-type. **C** Volcano plot as in Figs. 2 and 3C from “pseudobulk” analysis (by cluster) of DEGs between mutant and control. Cell-type specific DEGs include *beat-IIa* and *side* in KC_G2, *Myo81F* in KC_G1, *Cbp53E* in KC_AB1, and *LysRS* in KC_G1 and KC_AB1, which was also DE at day 0. **D** Venn Diagram showing overlap of DEGs identified in the major cell clusters. *LysRS*, *CG42260,* and *CG32581* were identified as DE in both KC_AB1 and KC_G1. **E** DEGs plotted by chromosomal position as in Figs. 2 and 3F. Similar to Fig. 3 and in contrast to Fig. 2, observations are not concentrated on chr2R.

**Fig. 5:**
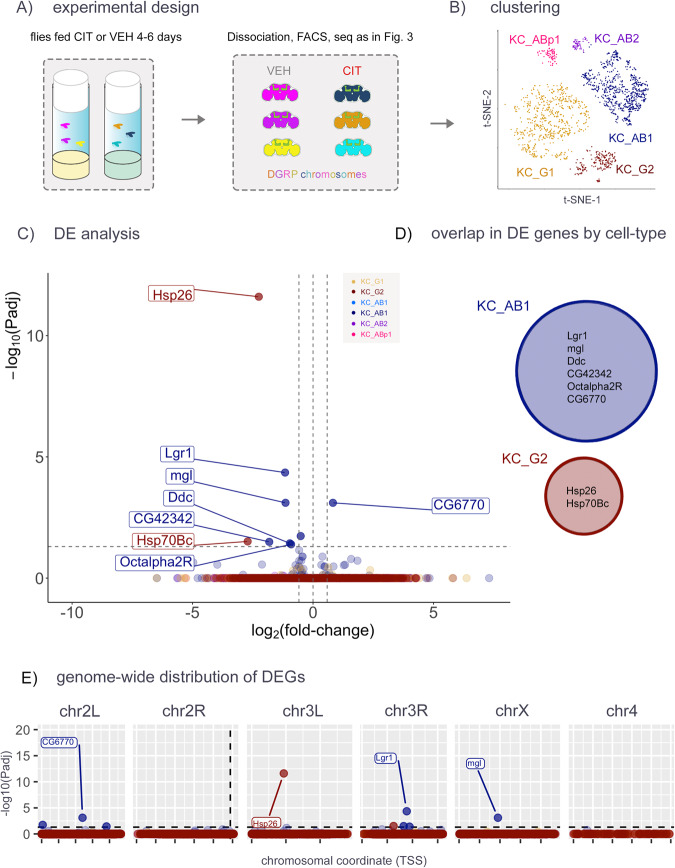
scRNA-seq in aged flies treated with an SSRI. **A** Flies homozygous for the WT *dSERT* allele were treated with citalopram (CIT) to block SERT protein activity or vehicle alone (VEH). Each fly contained one copy of 2nd and 3rd chromosomes derived from a unique DGRP line and transgenes for marking KCs as in Figs. 2–4. **B** t-SNE plot indicating the distribution of cells by cell type. **C** Volcano plot from “pseudobulk” analysis (by cluster) of DEGs between mutant and control. Cell-type specific DEGs include *Lgr1* and *Ddc* in KC_AB1 and *Hsp26* and *Hsp70Bc* in KC_G2, none of which were identified in previous experiments. **D** Venn Diagram showing that there is no overlap of DEGs identified in the major cell clusters. **E** DEGs plotted by chromosomal position as in previous figs. Similar to Figs. 3 and 4, observations are not concentrated on chr2R.

### Bulk RNA-seq

For each bulk RNA-seq replicate, 18–40 brains were dissected per genotype. Cells were collected directly off FACS (5900–10,400 GFP^+^ cells per replicate) and lysed immediately in Buffer RLT (Qiagen #79216, MD, USA). RNA was purified using a commercial column (RNeasy kit, Qiagen #74034). RNA was stored at −80 °C until 5 replicates per condition were collected. Libraries for all 10 samples were prepared simultaneously according to the SMART-seq v2 Ultra Low-input RNA sequencing kit with Nextera XT (Takara Bio, MD, USA, v4 #634893), using a protocol adapted from [44–46] and available upon request. Libraries were sequenced with spike-in Phi-X at the UCLA BSRC High Throughput Sequencing Core (https://stemcell.ucla.edu/high-throughput-sequencing) on an Illumina NovaSeq SP 2 × 50 bp. After demultiplexing, 24–88 million reads per sample were retained. Quality control was performed using base metrics and nucleotide composition of raw reads. Alignment to the *Drosophila melanogaster* genome (BDGP6) was performed using the STAR spliced read aligner [47] with default parameters. Only uniquely mapped reads were used for subsequent analyses. PCA analysis showed that one pair of samples had modestly increased technical variability, and was removed from subsequent analyses. Differential expression was calculated between mutant and WT samples using DESeq2 [48].

### scRNA-seq

For each single-cell RNA-seq experiment, 7–12 brains were dissected per genotype, and the genotypes were pooled for subsequent processing. GFP^+^ cells representing all of the pooled samples were isolated via FACS (6500–10,000 per experiment), collected in Schneider’s media containing BSA, and transported immediately to the UCLA Technology Center for Genomics and Bioinformatics (TCGB) Core Facility (https://www.uclahealth.org/pathology/tcgb) for sample processing using the *10x Genomics* 3’ GEX v3 platform. For experiments in Fig. 2 (*dSERT*^*16*^, day 0) and Fig. 3 (*dSERT*^*TMKO*^, day 0), all cells from each experiment were loaded on an individual chip from *10x Genomics*, thus reducing variability between technical replicates caused by differences in sample preparation seen in most other RNA-seq methods. All of the cells from experiments in Fig. 4 (*dSERT*^*TMKO*^, days 4–6) and Fig. 5 (CIT, days 4–6) were combined and loaded onto a single *10x* chip. For all *10x* chips, the maximum sample volume was loaded, targeting an upper limit of ~10,000 cells. cDNA and libraries were prepared and checked for size distribution by ScreenTape analysis (Agilent Technologies, Carpinteria, CA, USA). Libraries were sequenced on an *Illumina* NovaSeq SP 2x50bp. Raw sequencing reads were processed using Cell Ranger (7.0.0) with default parameters. The reference genome and gene annotations were obtained from FlyBase (6.29). Processed single-cell transcriptomes were demultiplexed based on parental genotypes using demuxlet (version 2, https://github.com/statgen/popscle) [49]. In total, genotypes of 14 DGRP strains were used for demultiplexing: DGRP-21, DGRP-129, DGRP-235, DGRP-304, DGRP-320, DGRP-324, DGRP-354, DGRP-382, DGRP-384, DGRP-395, DGRP-406, DGRP-437, DGRP-461, DGRP-819 (http://dgrp2.gnets.ncsu.edu) [50]. The genomic coordinates of variants were transformed from the dm3 to the dm6 version of the Drosophila reference genome using Crossmap [51]. The following criteria were used to filter variants used for the analysis: (1) only variants residing on chromosome 3; (2) only biallelic single-nucleotide polymorphisms (SNPs) that were called in all analyzed DGRP strains with a maximum non-reference allele count of 2 (i.e. SNPs detected in only one of the strains); (3) the non-DGRP chromosome 3 was analyzed for SNPs that could be shared with DGRP strains, and those variants were removed from the analysis. BAM files from Cell Ranger were used to generate read pileups and to estimate allelic frequencies in our datasets. Alleles detected with high-frequency (i.e. half of the total reads deriving from the third chromosome) are expected to originate from the common non-DGRP chromosome. Only SNPs with minimum coverage of 5 reads and minor-allele frequencies <0.2 were kept for the analysis. The processing of the VCF file was performed using VCFtools [52], and SAMtools [53]. The final set included 93,084 SNPs, which were transformed into heterozygous variants for the demultiplexing of F1 samples (i.e. alleles were modified from 1/1 to 1/0). The same VCF file was used for demultiplexing of all experiments. Data from all experiments were combined and demultiplexed simultaneously. During demultiplexing, we confirmed that cells were not spuriously assigned to DGRP genotypes that were not present in a particular experiment. Raw sequencing reads and the VCF file for demultiplexing are available at the NCBI GEO repository (GSE227935).

Single-cell data analysis was performed using Seurat (v4.1.1) [54, 55]. Single-cell transcriptomes were filtered using the following criteria: (1) transcript count ≥1000; (2) a maximum percentage of mitochondrial transcripts ≤ 20%; (3) we also removed cells that were classified by demuxlet as “doublets/ambiguous”, and cells that were assigned to the genotypes that were not used in the given experiment.

Filtered datasets from all three experiments were analyzed together. First, we integrated all datasets using Seurat V3 workflow with default parameters [54]. The integrated dataset was used for unsupervised clustering using the standard Seurat workflow (principal components: 1:10, resolution: 0.3). This analysis revealed 13 clusters, of which six expressed markers of Kenyon cells (Supplementary Fig. S1A, B). We then removed non-KC clusters and re-ran integration and clustering steps (principal components: 1:10, resolution: 0.1), which yielded 8 transcriptionally distinct populations of KCs. These clusters were annotated based on known marker genes of KC subtypes (Supplementary Fig. S1B, C). Three small clusters were present only in one of three experiments and were excluded from further analysis (KC_G3, KC_G4, and KC_AB3).

Differential gene expression analysis was performed for each KC cluster and each experiment separately using the “pseudobulk” approach [56] as follows: read counts from single-cell transcriptomes were first aggregated at the level of biological replicates (i.e. DGRP strains, see above for details). Differential expression analysis was then performed between control and mutant/drug samples using DESeq2 [48]. Differentially expressed genes were identified at adjusted *p*-value (*p*_adj_) ≤ 0.05 and fold-change ≥ 1.5.

Data in all figures were processed and plotted using the following R packages: ggplot2 [57], tidyverse [58], ggrepel [59], patchwork [60], nVennR [61], Libra [62], DESeq2 [48], edgeR [63, 64], Limma [65], and Seurat [54, 55, 66].

## Results

To achieve a complete loss of dSERT activity we focused our initial experiments on *dSERT* mutants rather than drug-induced blockade. We used previously described flies homozygous for a *P-*element-excision-derived mutant allele (*dSERT*^*1*6^*)* or a genetically matched control (*dSERT*^*4*^) with wild-type (WT) dSERT expression [67] (Fig. 1A) and *Mef2(P247)-gal4* [68] driving nuclear-localized GFP to label Kenyon cells. This driver captures most of the KCs across all 3 subtypes α/β, α’/β’, and γ [69] but is enriched for α/β and γ relative to α’/β’. We collected female flies on the day of eclosion and dissected brains from *dSERT*^*4*^ *and dSERT*^*16*^. KCs from each genotype were dissociated in parallel and isolated via FACS using the GFP marker (Fig. 1B). Five replicates per genotype were obtained and bulk RNA-seq libraries (SMART-seq) were prepared for all samples and sequenced together. 

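The count tables of these 10 samples hold the reads that the authors' STAR alignment assigned to each of 23882 features of the BDGP6 genome, from uniquely mapped reads and without normalization. KCs are the intrinsic neurons of the mushroom bodies, and 1 sample of each genotype was collected on each of 5 dates, which the replicate numbers follow here. The tables account for between 24199951 and 87798412 reads per sample. Reads counted on genes, which all values use, ranged from 18446396 to 69997102, with a median of 29161988 in dSERT4 and 26460956 in dSERT16. The deepest samples were those of replicate 1, with 69997102 reads on genes in dSERT4 and 63438200 in dSERT16. In the 4 pairs that the study analysed the medians were 25170658.5 reads in dSERT4 and 24350514.5 in dSERT16. SMART-seq libraries carry no strand information, and between 48.3% and 49.9% of the reads counted by strand fell on the first strand. Reads were therefore taken without regard to strand, and reads over overlapping genes, between 8.84% and 9.85% of each sample, were assigned by STAR to neither gene. Any 2 samples of 1 genotype differed by more than read-counting noise, with a chi-square per degree of freedom of 25.1 or more in the 20 comparisons. Separately amplified libraries are bound to exceed that noise, so the values show only that no 2 of these samples hold the same counts. Genes were kept by edgeR's filterByExpr, which left 8690 genes in the 4 pairs, and dSERT16 was compared with dSERT4 by edgeR's quasi-likelihood test on TMM-normalized counts. The authors used DESeq2, which is among the alternatives. The libraries have no molecular identifiers, so limits derived from a count of 0 cover counting error only.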

PCA (data not shown) revealed two samples (one of each genotype) with increased technical variability; these were removed from subsequent analyses.

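In a PCA of log2 CPM values of the 500 most variable genes, the samples of replicate 1 lay apart from the rest on the second component, which held 13.7% of the variance. The PC2 scores were -33.0 for dSERT4 and -17.2 for dSERT16 in replicate 1, and between -1.83 and 15.6 in the 8 other samples. Replicate 1 is the pair without a column in the authors' deposited table of DEGs. When each collection date was compared with the other 4 in a model with genotype as a covariate, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 84 genes for replicate 1, of which 66 were lower and 18 higher, and 0 genes for each of replicates 2 to 5. Among 7 lists of marker genes, the glial list of 8 genes tested was lower in replicate 1, with a mean difference of -2.35 on the log2 scale (limma's camera, adjusted p = 5.58e-12; fry, adjusted p = 2.37e-04), in 8 of 8 genes. The mean log2 CPM of these genes was 3.78 in dSERT4 replicate 1 against 5.37 to 6.19 in the 4 other dSERT4 samples, and 2.78 in dSERT16 replicate 1 against 5.20 to 5.92 in the 4 other dSERT16 samples. The list of KC genes changed by -0.05 (limma's camera, adjusted p = 0.884). At replicates 3 and 4 camera called the glial list higher, by 0.915 and 0.927 (adjusted p = 0.0331 and 0.0482). At replicate 2 it called the stress response list higher, by 0.518 (camera, adjusted p = 4.68e-05). Limma's fry called none of these, with adjusted p-values of 0.439 or more. The other dates in each of these comparisons include replicate 1.

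**Figure D1:**
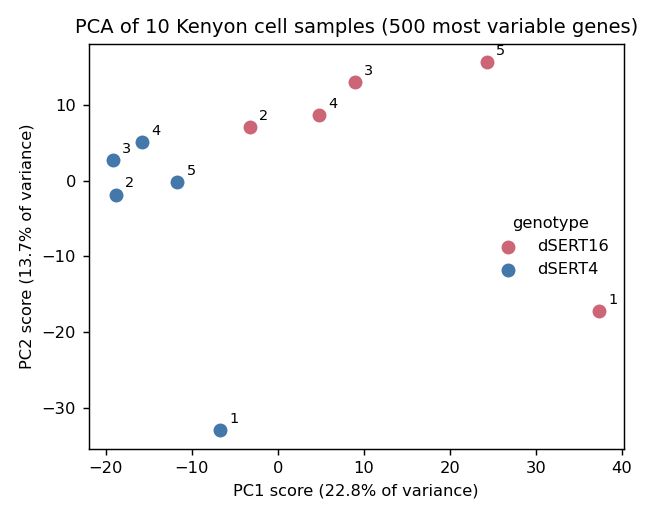
Scores of the 10 samples on PC1 (x axis) and PC2 (y axis), coloured by genotype and numbered by replicate. The samples of replicate 1 are the lowest of the 10 on PC2.

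**Figure D2:**
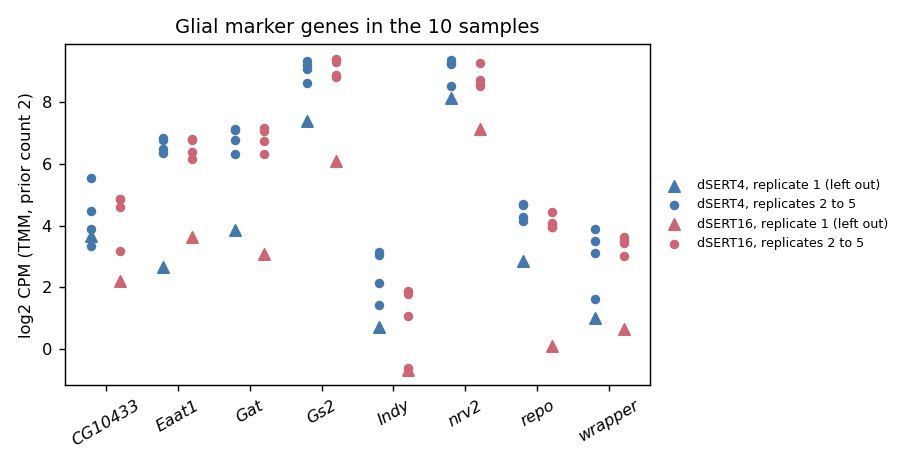
log2 CPM (y axis) of the 8 glial marker genes tested (x axis) in each sample, with triangles for replicate 1 and circles for replicates 2 to 5. For 6 of the genes, Eaat1, Gat, Gs2, nrv2, repo and wrapper, both triangles lie below every circle.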

Differentially expressed genes (DEGs) between *dSERT*^*1*6^ and *dSERT*^*4*^ samples were identified using DESeq2 [48] and revealed 44 upregulated and 54 downregulated (*p*_adj_ < 0.05) (Fig. 1C, D and Supplementary Table T1). These include DEGs with functions that could represent homeostatic adjustments to perturbations in serotonergic signaling during development, such as transcription factors (*Lim1*, *Achi*), proteins involved in neuronal maturation and development (*Trim9*, *Mis12*) [70, 71], a *Drosophila* ortholog of calbindin (*Cbp53E*), ion channels (*Ork1*, *Ppk29*), and several GPCRs (*Dh44-R1*, *Proc-R*, *CCHa2-R*, *Ir76a*) (Fig. 1C, D and Supplementary Table T1). 

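From the counts of the 4 pairs, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 43 of the 8690 genes tested at an adjusted p under 0.05, 23 higher and 20 lower in dSERT16. Their absolute log2 fold changes ranged from 0.42 to 4.53. In all 43 the samples of the 2 genotypes did not overlap, as was the case for 423 of the genes tested (4.87%, against 2.86% by chance). The choice of test moved the number most, and with DESeq2's Wald test on the same counts 149 genes were called, 76 higher and 73 lower, which include all 43 genes called by edgeR. With all 5 pairs, edgeR called 66 genes, 36 higher and 30 lower, of which 38 were among those of the 4 pairs. The authors' deposited table lists 128 genes with an adjusted p under 0.05, 64 higher and 64 lower, which include all 43 of these DEGs.

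Among the DEGs with no overlap, Syngr (FBgn0033876, chromosome 2R from 13841761 to 13846255) was one of the 5 with the largest increase, at 871 ± 149 CPM (SD, n = 4) in dSERT16 and 63.3 ± 46.0 CPM (SD, n = 4) in dSERT4, a log2 fold change of 3.79 (standard error 0.50, edgeR adjusted p = 0.0433). Its level in dSERT4 replicate 4, 132 CPM, was above the 37.6 to 42.7 CPM of the other dSERT4 samples of the 4 pairs, and with the collection date as a block its edgeR adjusted p was 0.103, within 5.36e-16 to 0.153 over its alternatives. CG6347 (FBgn0033874, chromosome 2R from 13836419 to 13839363), which lies near Syngr with CG6357 between them, had a log2 fold change of 4.47 (standard error 0.82), from 0 to 13 reads per dSERT4 sample and 45 to 168 per dSERT16 sample. The 3 others were a pair of copies of HeT-A, a telomeric transposable element, on chromosome 4 (FBti0102105 from 1314342 to 1320140 and FBti0062678 from 1277577 to 1278360), and the pseudogene CR41504 on chromosome Y (from 3050502 to 3051290). Reads of repeated sequence can be split between copies, so the identity of these 3 is uncertain. The copy FBti0102105 stood at 12.9 ± 1.55 CPM (SD, n = 4) in dSERT16 and 1.43 ± 0.741 CPM (SD, n = 4) in dSERT4. Measured against a floor of 3 counts, the copy FBti0062678 was 16.0-fold higher and CR41504 10.8-fold higher in dSERT16. No dSERT4 sample of the 4 pairs held more than 3 reads on either. Since dSERT4 counts reach the floor, these folds are not lower confidence limits. The log2 fold changes were 4.09 (standard error 0.77) for FBti0062678 and 4.53 (standard error 0.92) for CR41504. With the collection date as a block their edgeR adjusted p-values were 0.0514 and 0.0767, within 4.95e-07 to 0.134 and 4.08e-05 to 0.194 over their alternatives. Of the 8 fits that each left out 1 sample, 8 lost the call of CR41504, 8 that of FBti0062678, 7 that of Syngr and 5 that of CG6347, while FBti0102105 was called in each.

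The 5 largest decreases were those of NaPi-T, Gfat1, Mis12, Dh44-R1 and GLaz. NaPi-T (FBgn0016684, chromosome 2R from 14842720 to 14845874) stood at 0.342 ± 0.185 CPM (SD, n = 4) in dSERT16 and 5.32 ± 0.330 CPM (SD, n = 4) in dSERT4, a log2 fold change of -3.94 (standard error 0.50, edgeR adjusted p = 0.00168). Gfat1 (FBgn0287209, chromosome 3R from 4126442 to 4137882) had a log2 fold change of -3.04 (standard error 0.44, edgeR adjusted p = 0.00995) and GLaz (FBgn0033799, chromosome 2R from 13163959 to 13168032) a log2 fold change of -1.39 (standard error 0.28, edgeR adjusted p = 0.0403). Over all 5 pairs neither Gfat1 nor GLaz was called (edgeR adjusted p = 0.198 and 0.150, within 9.97e-13 to 0.198 and 7.12e-06 to 0.153 over their alternatives), and the genotypes overlapped for GLaz. With no filter on low counts the calls of Gfat1 and Syngr were lost as well (edgeR adjusted p = 0.0899 and 0.0535). The call of GLaz was also lost in 6 of the 8 fits that left out 1 sample. With the collection date as a block, Gfat1 and GLaz were both called in the 4 pairs (edgeR adjusted p = 0.00444 and 0.0284). That block with all 5 pairs lost no call of a named gene, those of Gfat1 and GLaz included. The values of 0.198 and 0.150 come from the fit without it. In replicate 1 Gfat1 stood at 7.04 CPM in dSERT4 and 0.186 CPM in dSERT16, and GLaz at 4.41 CPM in dSERT4 and 1.72 CPM in dSERT16.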

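Of these 11 genes, the edgeR fit of the 4 pairs called Mis12, Cbp53E, Dh44-R1 and achi. Cbp53E (FBgn0004580, chromosome 2R from 16973927 to 16996057) fell in dSERT16, with 127 ± 18.0 CPM (SD, n = 4) in dSERT16 and 289 ± 22.7 CPM (SD, n = 4) in dSERT4, a log2 fold change of -1.18 (standard error 0.11, edgeR adjusted p = 1.86e-04). Leaving out each sample in turn kept its log2 fold change between -1.28 and -1.11. Mis12 (FBgn0035725, chromosome 3L from 6968035 to 6969048) stood at 3.00 ± 0.938 CPM (SD, n = 4) in dSERT16 and 16.1 ± 2.41 CPM (SD, n = 4) in dSERT4, a log2 fold change of -2.42 (standard error 0.28, edgeR adjusted p = 9.18e-04). Dh44-R1 (FBgn0033932, chromosome 2R from 14378097 to 14385359), a receptor for diuretic hormone, stood at 31.6 ± 10.6 CPM (SD, n = 4) in dSERT16 and 119 ± 33.0 CPM (SD, n = 4) in dSERT4, a log2 fold change of -1.91 (standard error 0.26, edgeR adjusted p = 0.00987). The TALE homeodomain gene achi (FBgn0033749, chromosome 2R from 12511534 to 12515062) was the one that rose, at 6.06 ± 1.87 CPM (SD, n = 4) in dSERT16 and 1.25 ± 0.727 CPM (SD, n = 4) in dSERT4, a log2 fold change of 2.29 (standard error 0.47, edgeR adjusted p = 0.0454). With the collection date as a block achi was no longer past the threshold (edgeR adjusted p = 0.0576, within 1.20e-05 to 0.178 over its alternatives), and 7 of the 8 fits without 1 sample lost its call. Those without dSERT4 replicate 3 and without dSERT16 replicate 3 lost the call of Dh44-R1, as did no filter on low counts (edgeR adjusted p = 0.115, within 9.75e-44 to 0.115 over its alternatives).

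The other 7 had adjusted p-values above 0.05 in the same test. Ir76a (chromosome 3L, 19799278 to 19803427) fell by 1.87 on the log2 scale (edgeR adjusted p = 0.0527), Proc-R (chromosome X, 4707916 to 4729487) fell by 1.19 (adjusted p = 0.0818) and Ork1 (chromosome X, 10878054 to 10891250) fell by 1.15 (adjusted p = 0.141), each with no overlap between the genotypes. Within dSERT4, Ir76a was at 4.30 CPM in replicate 5 and between 12.5 and 12.9 CPM in the other samples of the 4 pairs. With the collection date as a block Proc-R was called (edgeR adjusted p = 0.0196, within 1.90e-06 to 0.305 over its alternatives), and with all 5 pairs Ir76a was called (edgeR adjusted p = 0.0146, within 1.51e-04 to 0.682). Over all 5 pairs the samples overlapped for Proc-R, which in replicate 1 stood at 9.83 CPM in dSERT4 and 2.82 CPM in dSERT16. For CCHa2-R (chromosome 2R, 6050949 to 6068680) the log2 fold change was 1.89 (standard error 0.81), for ppk29 (chromosome 2R, 24052917 to 24057137) 2.32 (standard error 0.99), for Lim1 (chromosome X, 8756539 to 8805804) 0.61 (standard error 0.24) and for Trim9 (chromosome 2L, 10544883 to 10628054) 0.57 (standard error 0.26), with adjusted p-values between 0.584 and 0.702. Samples of the 2 genotypes overlapped for ppk29, Lim1 and Trim9. No dSERT4 sample of the 4 pairs held more than 12 reads on ppk29, and with the strand-specific columns summed its log2 fold change was 0.68, while that of Ir76a was -0.42. DESeq2's Wald test called Ork1, Proc-R and Ir76a as well, and gave CCHa2-R, ppk29, Lim1 and Trim9 adjusted p-values from 0.268 to 0.566. Cbp53E, Ir76a, CCHa2-R, ppk29 and Trim9 overlap other annotated genes, whose shared reads were counted for neither. Of all 18 genes that the paper names for the bulk experiment, 17 could be tested, and 5 were called over all genes and 17 when adjusted over the list alone, which is not independent evidence since the study chose the genes on these samples.

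**Figure D3:**
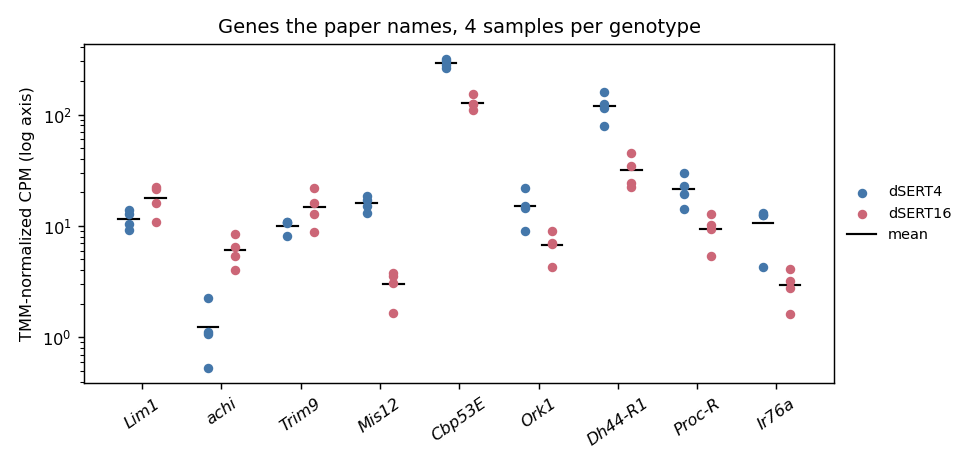
TMM-normalized CPM (log y axis) of 9 genes named in the paper (x axis) in the 4 dSERT4 and 4 dSERT16 samples, with a point per sample and a line at each mean. The points of the 2 genotypes are separate for achi, Mis12, Cbp53E, Ork1, Dh44-R1, Proc-R and Ir76a and overlap for Lim1 and Trim9.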

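By position in the BDGP6 annotation, 20 of the 42 DEGs on the major chromosome arms lay on 2R, which held 1717 of the 8668 genes tested there. This gave an odds ratio of 3.71 (95% confidence interval 1.92 to 7.15, two-sided Fisher's exact test, p = 4.40e-05, adjusted p = 2.64e-04 over the 6 arms). Of the 2R genes, 12 were higher and 8 lower in dSERT16. In contrast, 2L held 1 DEG among 1554 genes tested (odds ratio 0.111, Fisher's exact test, adjusted p = 0.0123). There were 5 DEGs on 3L, 7 on 3R, 7 on X and 2 on chromosome 4, none of these arms with an adjusted p under 0.05 in Fisher's exact test. The excess on 2R moved most when dSERT4 replicate 5 was left out, where 7 of 22 DEGs were on 2R and the odds ratio was 1.88 (Fisher's exact test, p = 0.179). With DESeq2 the arm held 61 of the DEGs (odds ratio 2.88, Fisher's exact test, p = 2.39e-09), and with all 5 pairs 31 (odds ratio 3.71, p = 4.14e-07). In the authors' deposited table 56 genes with an adjusted p under 0.05 are on 2R.

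**Figure D4:**
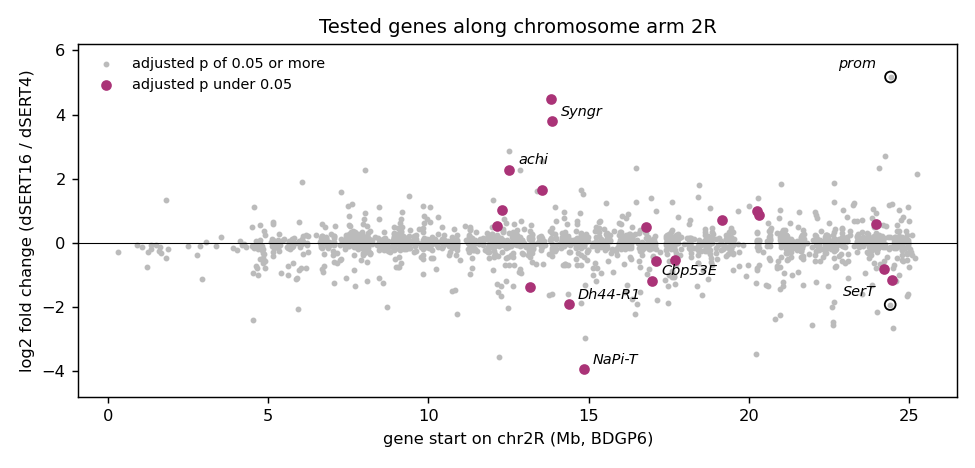
log2 fold change between dSERT16 and dSERT4 (y axis) of each gene tested on 2R by its start (x axis, Mb), with DEGs as large points and SerT and prom circled. The 19 DEGs with a known position start between 12154258 and 24455292.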

When genes were plotted by chromosomal position, however, there was a striking concentration of DEGs on the same arm of the 2nd chromosome (chr2R) as the *dSERT*^*16*^ DNA lesion (Fig. 1E). *Drosophila* has only 3 chromosomes that house most of their genome, and some of these observations may represent true findings. However, the buildup on chr2R suggests that at least some of the observations may derive from the disruption of genomic DNA rather than changes in serotonergic signaling.

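Along 2R the DEGs were not spread like the genes tested. None of the 19 DEGs with a known position started below 12 Mb, where 593 of 1704 genes tested on the arm start (34.8%), a boundary chosen after the values were seen. Between 12 and 14 Mb 7 of 174 genes tested were called, between 16 and 18 Mb 4 of 189, and between 24 and 26 Mb, where SerT lies, 2 of 130. With DESeq2 2 of 60 2R DEGs started below 12 Mb, and the regions were closer. DESeq2 called 13 of 205 genes between 12 and 14 Mb and 8 of 142 between 24 and 26 Mb. The region from 16 to 18 Mb had the highest share with DESeq2, 15 of 215 genes (6.98%). With the collection date as a block 1 of 20 2R DEGs started below 12 Mb. From the concentration on the arm that carries the excision, the paper proposes that at least part of the differential expression may come from the altered genomic DNA and not from serotonergic signaling.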

Though SMART-seq libraries feature increased sensitivity to lowly expressed transcripts, they necessitate the pooling of RNA from all cell types within the collected population and may result in a washout of cell-type-specific changes. To investigate the transcriptomics of each KC subtype independently, we followed a recent single-cell RNA-seq strategy in which all samples and replicates are pooled and processed together [43, 49]. We generated *dSERT*^*16*^ and *dSERT*^*4*^ fly lines with GFP expressed in KCs as above, but included an additional element unique to each biological replicate: a 3rd chromosome derived from independent WT strains available from the *Drosophila* Genetics Research Panel (DGRP)^50^. Because transcripts derived from DGRP chromosomes bear SNPs, single cells can be bio-informatically traced to genotype-of-origin post-hoc (Fig. 2A). This allowed us to pool all replicates of both control and mutant samples for dissociation, FACS, library prep, and sequencing, thereby minimizing long-standing issues of technical variability between individual replicates that contribute to bias in RNA-seq data. Dimensionality reduction (Supplementary Fig. S1) resulted in robust clusters for two sub-populations for KC_α/β_ (KC_AB1, KC_AB2), two for KC_γ_ (KC_G1, KC_G2), and one for KC_α‘/β‘_ (KC_ABp1) (Fig. 2B). Running pseudobulk differential expression between mutant and control cells collapsed by cell-type revealed 33 significant changes. Some changes were cell-type specific (e.g. *SK* in KC_G1 and *CG31690* in KC_AB1), and many were observed in multiple cell-types (e.g. *prom*, *Cbp53E*, *CG42392*, *Pgant9*) (Fig. 2C, D and Supplementary Table T2). For those DEGs that were identified as cell-type specific such as *SK*, we detected robust transcript expression in most of the clusters, lending credence to the hypothesis that the DE observed is in fact specific to a particular cell-type (Supplementary Fig. S2). When visualized in pseudo-Manhattan plots (Fig. 2E), however, the bias of DEGs to chr2R was even more pronounced than for SMART-seq (Fig. 1E), highlighting their possible artefactual provenance. The DEGs on chr2R appear to lie in two positional “columns”—one ~7.5 Mb away from *dSERT*, and one that is immediately adjacent to the *dSERT*^*16*^ deletion. One of the DEGs immediately adjacent to the deletion is an eye-specific gene, *prom*, that is not expressed in WT KCs. By extension, we concluded that the upregulation of the *prom* transcript in d*SERT*^16^ is likely to represent an artifact caused by the deletion of regulatory DNA adjacent to *dSERT* and *prom*.

To explore the possibility that more precise mutations in *dSERT* might be less disruptive and generate fewer artefactual hits, we generated a new mutant allele using CRISPR [38] to precisely excise ~2.6 kb DNA coding for most of the first and second transmembrane domains and simultaneously induce a frameshift in the CDS. We reasoned that even if the resultant mRNA could code for a partial dSERT protein, it would be topologically inverted in the plasma membrane and thus represents a null allele (Fig. 3A). Fly lines bearing the deletion, termed *dSERT*^*TMKO*^, were outcrossed six times to *w*^*1118*^. The presence of the deletion was confirmed by PCR-sanger sequencing, and behaviorally in that this line phenocopies the sleep deficit found in *dSERT*^*16*^ (data not shown). We then built fly lines as in the previous experiment, using the new *dSERT*^*TMKO*^ allele and second chromosomes derived from *w*^*1118*^ as controls, in place of *dSERT*^*16*^ and *dSERT*^*4*^, respectively. Sample prep, scRNA-seq, and data processing (Fig. 3B) were performed using the same pipeline as for the previous experiment. Again, relatively few (13) DE observations were made between mutant and WT cells (Fig. 3C, Supplementary Table T3). However, in this dataset there is no pronounced enrichment of DEGs on chr2R (Fig. 3F). Importantly, some of the DEGs on chr2R in the previous (*dSERT*^*16*^) dataset, including those immediately adjacent to *dSERT*, such as *prom*, are absent from this *dSERT*^*TMKO*^ dataset (Supplementary Fig. S2B). Some genes DE in this experiment were not detected in the previous dataset, such as *LysRS* in multiple cell types and *dpr1* and *mamo* in KC_ABp1 and KC_G2, respectively.

While it is known that KCs undergo extensive remodeling during pupation [72–76], most of the literature establishing the importance of serotonergic signaling onto them concerns behaviors such as sleep and memory, which are not utilized during pupation. We thus hypothesized that some of the transcriptional changes in response to *dSERT* LOF may not accumulate until the circuit undergoes perturbed activity in the adult fly brain. To assess transcriptional changes that may accumulate after eclosion, we repeated the *dSERT*^*TMKO*^ scRNA-seq in 4–6 day-old adult flies (Fig. 4A). This experiment yielded a lower cell number per cluster (Supplementary Fig. S1F) than those using freshly eclosed adults, limiting statistical power in calling DE. Nonetheless, we observed a small number (15) of DEGs between d*SERT*^TMKO^ mutant and WT cells (Fig. 4C, D and Supplementary Table T4). Interestingly, some genes (e.g. *LysRS*) were shared with the previous (day 0) dataset, while *Cbp53E*, a gene identified in the *dSERT*^*16*^ day 0 dataset but not found in the *dSERT*^*TMKO*^ day 0, reappeared in this *dSERT*^*TMKO*^ day 4–6 dataset.

The use of constitutive *dSERT* deletion mutants ensures complete and specific SERT LOF, but it is not possible to distinguish between developmental and adult effects. As a first step to study the effects of long-term SERT blockade in circuits that develop normally, we fed adult flies 3 mM citalopram (CIT) to pharmacologically inhibit SERT, a concentration that phenocopies the effect of the *dSERT*^*16*^ allele on sleep behavior [67]. After feeding WT flies either CIT or vehicle (VEH) from eclosion for 4–6 days (Fig. 5A), we again isolated GFP-tagged KCs and used single cell seq to assess DE. Similar to the previous two experiments, a few genes (6 downregulated and 1 upregulated) were identified as DE across any KC subtype between CIT-fed and control flies (Fig. 5B–D, Supplementary Table T5). As predicted, there was no “pileup” of these observations on chr2R (Fig. 5E).

To formally assess concordance between the five datasets, we constructed correlation plots displaying pairwise comparisons of the log_2_(fold-change) values for each DE observation. To compare our bulk RNA-seq for *dSERT*^*16*^ vs. *dSERT*^*4*^ with our first scRNA-seq experiment using the same alleles, we first collapsed all cell types in the scRNA-seq into one and conducted “pseudobulk” analysis on the entire population of cells. 

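In the bulk samples, the number of DEGs between dSERT16 and dSERT4 depended on the cutoffs. Of the genes called by edgeR at an adjusted p under 0.05, 33 changed at least 1.5-fold and 21 at least 2-fold, and 19 remained at an adjusted p under 0.01. An unadjusted p under 0.05 was reached by 609 genes. DESeq2 gave 114 DEGs of at least 1.5-fold and 73 of at least 2-fold. In the authors' deposited table 96 genes changed at least 1.5-fold and 59 at least 2-fold at an adjusted p under 0.05. The single cells of the comparison were not analysed here.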

Correlation between these two measures revealed that the bulk RNA-seq picked up many more DEGs (161) than “pseudobulk” from scRNA-seq (26) (Fig. 6A). Many genes, however, exhibited fold-change values of the same sign (up or downreg), even if *p*_adj_ was only significant in one dataset. 

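In the bulk samples, otk (FBgn0004839, chromosome 2R from 12001473 to 12019846) stood at 19.2 ± 5.91 CPM (SD, n = 4) in dSERT16 and 34.2 ± 6.72 CPM (SD, n = 4) in dSERT4, with no overlap between the genotypes, a log2 fold change of -0.83 (standard error 0.22, edgeR adjusted p = 0.154) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With all 5 pairs otk was called (edgeR adjusted p = 0.0454, within 0.00236 to 0.477 over its alternatives). RpLP2 (FBgn0003274, chromosome 2R from 16586129 to 16586732), a ribosomal protein gene, rose slightly, at 219 ± 15.9 CPM (SD, n = 4) in dSERT16 and 164 ± 7.63 CPM (SD, n = 4) in dSERT4, a log2 fold change of 0.42 (standard error 0.09, edgeR adjusted p = 0.0554), and was also called with all 5 pairs (edgeR adjusted p = 0.00978, within 0.00126 to 0.173). DESeq2 called otk and RpLP2 in the 4 pairs (adjusted p = 0.0158 and 0.00145). CG31690 (FBgn0051690, chromosome 2L from 2677734 to 2719431) was higher in dSERT16, at 20.0 ± 6.74 CPM (SD, n = 4) in dSERT16 and 7.04 ± 1.25 CPM (SD, n = 4) in dSERT4, a log2 fold change of 1.51 (standard error 0.26, edgeR adjusted p = 0.0126), a call lost without dSERT4 replicate 3 or without dSERT16 replicate 3. Snp (FBgn0265192, chromosome 2R from 22060950 to 22069757) had a log2 fold change of -0.57 (standard error 0.24, edgeR adjusted p = 0.629), and its samples overlapped. No read was counted on CG42392 (FBgn0259738, chromosome 2R from 16765361 to 16766000) in any of the 10 samples, and part of its exon overlaps exons of unc-104 on the same strand, where reads are assigned to neither gene.

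For prom, 9177 to 30909 reads per sample were counted in dSERT16 and 32 to 1113 in dSERT4. It stood at 538 ± 151 CPM (SD, n = 4) in dSERT16 and 15.5 ± 26.2 CPM (SD, n = 4) in dSERT4, a log2 fold change of 5.17 (standard error 1.37, edgeR adjusted p = 0.396). The large standard error came with 1 sample, dSERT4 replicate 4, which held 54.7 CPM against 1.54 to 4.15 CPM in the other dSERT4 samples of the 4 pairs. Without that sample the log2 fold change was 7.81 (edgeR adjusted p = 0.00178), and DESeq2 called prom with all 8 samples (adjusted p = 6.24e-04). Over its alternatives the adjusted p of prom ranged from 3.02e-10 to 0.756. In replicate 1 prom stood at 3.33 CPM in dSERT4 and 638 CPM in dSERT16. Part of prom overlaps CG42383 on the same strand.

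**Figure D5:**
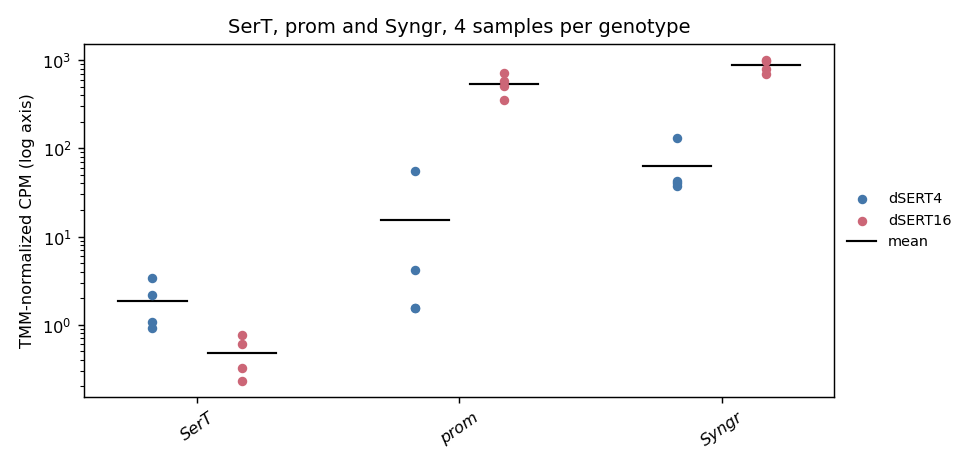
TMM-normalized CPM (log y axis) of SerT, prom and Syngr (x axis) in the 4 dSERT4 and 4 dSERT16 samples, with a point per sample and a line at each mean. The highest dSERT4 point of prom and of Syngr is replicate 4.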

Notably, several genes (*Cbp53E*, *otk*, *CG42392*, *Snp*, *RpLP2*, *CG31690*) were concordant between datasets, exclusive of those such as *prom* flagged as artifacts. Next, we compared the *dSERT*^*16*^ and *dSERT*^*TMKO*^ day 0 scRNA-seq datasets in a similar correlation plot but retained the cell-type specific DE conducted in the original analysis (Fig. 6B). Again, most DE observations were significant in only one dataset (smaller labels), though *CG42392* was concordant and significant in KC_G1 and KC_G2 in both datasets. Comparison of the *dSERT*^*TMKO*^ day 0 and day 4–6 datasets similarly revealed only two concordant changes that were significant in both datasets (Fig. 6C), *CG42392* and *LysRS* in KC_G1. Finally, a comparison of the *dSERT*^*TMKO*^ day 4–6 and CIT-fed day 4–6 experiments showed no concordant changes that were significant in both datasets, but many that were significant in one (Fig. 6D).

**Fig. 6:**
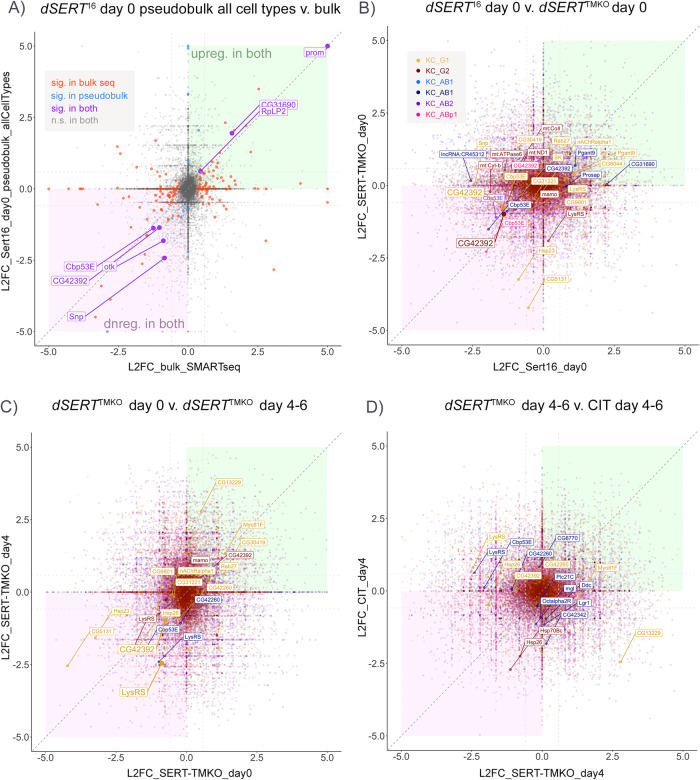
Correlation of genes identified as DE between datasets. **A** Correlation plot showing log_2_(fold-change) (L2FC) for DEGs in *dSERT*^*16*^ versus *dSERT*^*4*^ at day 0, comparing bulk sequencing (Fig. 1) and the initial scRNA-seq data (Fig. 2) analyzed using “pseudobulk” to collapse all clusters into one artificial “cell-type” for comparison with the bulk dataset. Concordant genes significant in both datasets are plotted in a larger font and colored purple. Genes significant in only the bulk or scRNA-seq datasets are colored red or blue, respectively. Diagonal dark gray dashed line represents a 1:1 correlation between datasets. The lighter gray horizontal and vertical lines represent 1.5 fold-change cutoffs for genes of interest. **B** Correlation plot between *dSERT*^*16*^ and *dSERT*^*TMKO*^ day 0 scRNA-seq datasets. Genes are color-coded by KC type as in previous figures. Genes not significant in either dataset are plotted with reduced opacity. Genes significant in at least one dataset are plotted with normal opacity. While there are many genes with L2FC of the same sign in both datasets, most are only significant in one dataset (smaller labeled points). **C** Correlation plot comparing data derived from newly eclosed (day 0) vs. aged flies (day 4–6) using the *dSERT*^*TMKO*^. Genes are plotted as in (**B**). *CG42392* and *LysRS* in KC_G1 were significant in both datasets (larger labels and points), with DE in the same direction (downregulated). **D** Correlation plot between aged d*SERT*^TMKO^ *(*d4–6) and aged flies fed citalopram (CIT). One gene (*Hsp26*) was DE in both datasets, although in a different cell type in each dataset and therefore not highlighted.

## Discussion

We have tested whether specific subtypes of post-synaptic cells in a defined serotonergic circuit undergo transcriptional changes in response to the inhibition of dSERT. A large number of previous reports have investigated transcriptomic changes in response to SSRI-like perturbations, but most have used peripheral samples or highly heterogenous brain tissue as input. More recently, specific subtypes of neurons have been targeted using molecular-genetic strategies employed in rodents such as RiboTag [21, 77] and untargeted scRNA-seq [14]. We have now employed similar strategies on the fly with an additional purification step—FACS sorting of GFP-labeled cells to isolate a genetically labeled neuronal subtype: the KCs of the mushroom bodies. We have also compared our DE results obtained across two independently derived, *dSERT* mutant alleles, two different age groups, and against pharmacological SERT inhibition. Our efforts here focusing on KCs have uncovered a small number of possible DEG candidates and defined several experimental pitfalls to consider in the further analysis of serotonergic signaling in the fly. Since the molecular machinery for serotonergic signaling is conserved from flies to humans we speculate that future experiments using similar methods may complement experiments in rodents to determine how different serotonergic circuits respond to inhibition of SERT.

### Bulk RNA-seq

We initially used a high-sensitivity bulk RNA-seq method (SMART-seq) to profile changes in *dSERT*^*16*^ mutant vs. *dSERT*^*4*^ control flies, dissected on the day they eclosed as adults from pupae (day 0). Since we used a bulk sequencing method, reads from different KC subtypes were analyzed as a group. PCA revealed a strong separation of samples by genotype and the elimination of one set of slight outlier samples (data not shown). 

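On the first principal component, which held 22.8% of the variance of the 10 samples, the mean score of dSERT16 was 28.9 above that of dSERT4. The dSERT4 scores ran from -19.2 to -6.73 and the dSERT16 scores from -3.28 to 37.4, with no overlap (two-sided exact permutation test, p = 0.00794, the smallest p that 5 samples against 5 allow). The genotypes overlapped slightly on PC1 when 2R genes were left out (difference 21.9, exact permutation p = 0.0238) and when all 8726 genes tested were used (difference 37.3, with the same p). Over the 4 pairs of the study alone the difference was 27.6, again with no overlap (exact permutation p = 0.0286).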

Standard data processing and calculation of DE revealed 98 DEGs (*p*_adj_ ≤ 0.05). 

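The number of DEGs also depended on single samples. Across the 8 edgeR fits that each left out 1 sample of the 4 pairs, between 18 and 40 genes were called, with the fewest without dSERT4 replicate 3, where all 18 were among the DEGs of the 8 samples. Without a filter on low counts 77 of 15464 genes were called, and 46 of 7206 with at least 10 counts in every sample. With DESeq2-style size factors in edgeR the calls were the same 43 genes.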

We note that this number is too low for gene ontology (GO) or similar analyses [78, 79] (data not shown) and that gene set enrichment analysis (GSEA) is not readily available for *Drosophila* [80]. Importantly, the number of genes we identified is comparable to the number of changes in ribosome-loaded transcripts observed in specific mouse cell types after SSRI treatment, including serotonergic neurons of the raphe nucleus [77] and S100a10 corticostriatal neurons [21], and the lower range (48–1243 DEGs) of an additional 27 brain regions recently analyzed in mice [14]. However, we also observed an enrichment of DEGs on chr2R, proximal to the *dSERT* locus, suggesting that their differential expression might be artefactual, and derived from the dysregulation of adjacent or distal DNA affected by the deletion, or perhaps genetic linkage.

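Within 1 Mb of SerT, 3 of 206 2R genes tested were DEGs, an odds ratio of 1.37 against the rest of the arm (95% confidence interval 0.253 to 4.84, two-sided Fisher's exact test, p = 0.494). The 3 were Stoml2, CG11406 and CG13579, named here after their values were seen, with log2 fold changes of 0.57, -0.80 and -1.16 and adjusted p-values from edgeR's quasi-likelihood test of 0.0168, 0.0473 and 0.0243. With the genes of this window left out, 2R still held 17 DEGs (odds ratio 3.58, Fisher's exact test, p = 1.66e-04). DESeq2 called 10 of 224 genes in the window (odds ratio 1.55, Fisher's exact test, p = 0.216).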

### scRNA-seq

Studies using bulk RNA-seq methods such as SMART-seq are limited by the heterogeneity of the cell types used for input. In addition, it is known that small differences in sample treatment, even in those processed simultaneously and in parallel, contribute significantly to noise in sequencing data. To address these concerns, we used a newly developed scRNA-seq protocol to “tag” different biological replicates with different DGRP chromosomes, thus allowing them to be processed as a single sample [43]. In the first of these experiments, we again used *dSERT*^*16*^ mutant and *dSERT*^*4*^ control flies at day 0 post-eclosion. We observed an even more pronounced enrichment of DEGs on chr2R proximal to the *dSERT* locus, further suggesting that relatively small changes in genetic architecture can significantly affect the detection of transcriptomic differences.

To avoid the chromosomal effects of the *dSERT*^*16*^ imprecise excision allele, we generated a new mutant allele using CRISPR/Cas9 (*dSERT*^*TMKO*^). In contrast to *dSERT*^*16*^, the *dSERT*^*TMKO*^ deletion does not include DNA upstream of the start codon that may be more likely to contribute to the regulation of transcription of adjacent genes. We repeated the scRNA-seq experiment at day 0 using *dSERT*^*TMKO*^ and found that most of the DEGs on chr2R suspected to be artifactual in the *dSERT*^*16*^ dataset were absent in the *dSERT*^*TMKO*^ dataset, including *prom*, an eye-specific gene 4.3 kb upstream of *dSERT*. Together, the data shown in Figs. 2 and 3 indicate that mutations in *dSERT* and other genes used in further analyses should be carefully selected to minimize the disruption of chromosomal architecture.

Interestingly, one of the few DEGs identified in the *dSERT*^*TMKO*^ day 0 dataset was *dpr1* in KC_ABp1, a cell-adhesion molecule that may represent an adjustment to dysregulated circuit activity in the presence of aberrant serotonergic signaling. SERT is present in developing serotonergic neurons [81], and SSRIs can cause dysregulation of circuit wiring in mammals [82–84]. Additionally, *Drosophila* serotonergic neurons are remodeled and form new synapses in development [85]. Many cells that express 5-HTRs undergo significant changes in gene expression during this time [43, 86] and are further refined by activity [87–89]. It is plausible that other factors involved in circuit formation and stabilization may be targets of homeostatic adjustments in response to altered extracellular serotonin.

### Adult versus developmental effects of SERT LOF

We hypothesized that loss of dSERT activity during both development and adulthood, rather than development alone, might further alter the DE profile. To test this, we repeated the scRNA-seq protocol using flies that had been aged for 4–6 days rather than freshly eclosed (day 0). We again observed some changes across multiple cell types (i.e. *LysRS*, *CG42260*), as well as some that were cell-type specific. Among these, the cell surface recognition molecules *beat-IIa* and *side* DE in KC_G2 could, similarly to *dpr1* in KC_AB1 in the experiment with day 0 flies, represent homeostatic changes to maintain proper connectivity. However, the total number of DEGs seen in the aged flies was similar to that seen with newly eclosed flies.

To further explore the effects of dSERT inhibition in the adult, we fed WT flies the SSRI citalopram (CIT) or vehicle (VEH) for 4–6 days and repeated our scRNA-seq workflow. We uncovered a new set of DEGs, most of which were observed only in the major KC_α/β_ subtype (KC_AB1) and which did not show significant overlap with those detected using mutants. It is possible that off-target effects of CIT dominate these observations, and drug specificity may be tested in future experiments by feeding CIT to *dSERT* mutants. It is also possible that the decrease in SERT activity caused by citalopram was less pronounced than the complete block in activity caused by *dSERT*^*TMKO*^, thus reducing the change in serotonergic singaling and the subsequent effects on post-synaptic cells. Alternatively, the very low number of DEGs we detect in adult flies fed citalopram, as well as the relatively small difference in the number of DEGs in day 0 versus day 4–6 *dSERT*^*TMKO*^ may be consistent with the idea that serotonergic signaling during development exerts more significant changes than inhibition of SERT in the adult. Further genetic methods to knock out *dSERT* during development versus in adult flies will be used to address this issue. We note that in mouse models, many effects on behavior seen with both SSRIs and mutants that perturb serotonergic signaling are primarily based on exposure during development [83, 90–95].

### Cell-subtype-specific effects

Some of the DE observed in our scRNA-seq experiments appeared to be specific to particular KC types. It is possible that these differences arise from the different expression profiles of 5-HTRs, including the enrichment of 5-HT1A on KC_α/β_ and 5-HT1B on KC_γ_. It is also possible that differences in the extent or source of serotonergic innervation of different KC subtypes contributed to these differences. Our data show that although the number of detectable changes in response to dSERT LOF is low in this system, even highly similar cell types (KC subtypes) exhibit different changes in response to the same chronic perturbation. Recent results in mice suggest a similarly heterogenous response in subtypes of hippocampal neurons [14]. We suggest that further experiments in the fly will complement studies in mammals to determine the molecular mechanisms by which serotonergic drugs exert their effects on different subsets of neurons.

### Technical and experimental limitations

Across all of our single-cell RNA-seq experiments, both during development and in the adult, the total number of DEGs was lower than those identified in the initial bulk RNA-seq experiment. In contrast to the single-cell protocol, SMART-seq captures cells in a chaotropic agent that halts transcriptional dysregulation induced by cell injury and protects RNA from degradation. This difference, and/or differences in library prep methodologies between SMART-seq and *10x* 3’GEX may have led to better detection of DEGs in our bulk RNA-seq experiment. More generally, it is known that the advantages of scRNA-seq come at the cost of low sequencing depth per cell.

Several additional factors may contribute to the low number of DE genes we observed in single-cell experiments, including relatively low numbers of cells in some clusters (Supplementary Fig. S1F). Our power to detect DE was strongest in the clusters with the highest cell number (KC_AB1 and KC_G1) and more cells may be needed to detect subtle changes in gene expression in other subtypes. The stringent nature of our analyses may also have excluded some subtle or variable changes. The percentage of *p*-values that survived *Benjamini–Hochberg* multiple comparison corrections in each of our scRNA-seq “pseudobulk” analyses was between 2% and 8%. This represents a standard tradeoff in sequencing studies between the unbiased measurement of all genes in the genome at the statistical cost of multiple comparisons. Unfortunately, this also presents a significant barrier in all current studies attempting to identify less consistent or smaller changes. Finally, it is possible that the sample prep methodology should be further refined for this type of investigation. For example, in future experiments, we will consider alternative methods such as flash-freezing tissue [96, 97], which may result in a faster and cleaner sample prep with fewer artefactual changes.

In addition to a relatively small number of DEGs per experiment, comparing our datasets in correlation plots reveals relatively little overlap. This may suggest that genomic background and experimental variability have stronger effects on DE analysis between groups than the effects of dSERT LOF. The least favorable interpretation of this lack of overlap is that most of the DEGs we detected were “noise”, however, the stringent statistical analysis suggests otherwise. Based on both the relatively small number of DEGs as well as the relatively limited overlap we observe across experiments, we speculate that the specific post-synaptic cells we chose to study (KCs) may not mount a large transcriptional response to changes in serotonergic signaling. Using the myriad of available drivers to label and isolate different cell types in the fly may reveal different cell types that show more robust transcriptional responses to mutation of *dSERT* or feeding SSRIs than we identified in KCs. In addition, while neuronal excitation [98, 99] and even the signaling cascades modulated by serotonin are known to be intimately linked to transcription [100], these pathways are also regulated by many other factors. Serotonergic signaling may only cause weak or microdomain-restricted changes in some pathways, and it is possible that the primary adaptive response to an increase in extracellular serotonin is post-transcriptional. Additional -omic strategies, notably ChIP-seq and ATAC-seq [101, 102], have been used with great success from similar starting samples, and provide a complementary approach to RNA-seq in future studies.

### Candidate genes for further investigation

Despite the low number of observations in this study, those identified may represent a true response to the inhibition of dSERT and changes in extracellular serotonin. If so, they are novel. These include *Cbp53E*, an ortholog of *calbindin* known to affect axon branching in *Drosophila* [103], and *pgant9*, an enzyme involved in the sugar-modification of proteins [104, 105]. While further validation will be needed, we suggest that concordance across datasets may justify further investigation of these and other DEGs. In *Drosophila*, testing the functional effects of perturbing candidate genes, rather than additional molecular methods such as RT-qPCR or in situ hybridization, maybe the most efficient path to testing their validity. The large number of mutants available on the fly as well as the low cost of generating new mutants underscore the power of this approach and its complementary use with RNA-seq studies compared to those conducted in other model systems such as rodents.

## Supplementary information

Supplementary Table Legends

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental Table 4

Supplemental Table 5

Supplementary Figure 1

Supplementary Figure 2

## Data Availability

All raw data and Seurat objects generated in this study are available on GEO at accession number GSE227935. No new algorithms were developed in this work.

# Supplementary material for: Transcriptional changes in specific subsets of Drosophila neurons following inhibition of the serotonin transporter
**Source:** Transl Psychiatry. 2023 Jun 24;13:226. doi: 10.1038/s41398-023-02521-3
**Supplement:** Supplementary file 1 — Supplementary Table Legends

**Supplemental Table T1. DE table for bulk RNA-seq**. 

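The authors' deposited table of this comparison has 9655 rows, one per gene, with the TPM of each of the 8 samples of the 4 pairs, the chromosome, and the log2 fold change, p-value and adjusted p-value of dSERT16 against dSERT4 from DESeq2. Its log2 fold changes and those of the edgeR fit had a Pearson correlation of 0.9999 across the 8690 genes tested in both, which are not independent replicates. DESeq2 run on the deposited counts called 126 of the genes that the authors' deposited table gives an adjusted p under 0.05. In the authors' deposited table Lim1, Trim9, ppk29 and CCHa2-R have adjusted p-values of 0.354, 0.515, 0.335 and 0.622, and SerT 0.186.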

Differential expression table (DESeq2) for bulk RNA-seq shown in Fig. 1, with transcript per million (TPM) for each sample used in analysis, fold changes, and p-values (raw and adjusted) for each gene. **Filename: bulk_DE.csv**

**Supplemental Table T2. title: DE table for scRNA-seq, *dSERT^16^* versus *dSERT^4^*, Day 0 flies.** Differential expression table calculated using the pseudobulk method (collapsed by cell type and genotype) and DESeq2, for scRNA-seq, dSERT16 v dSERT4, Day 0 shown in Fig. 2. Fold changes, and p-values (raw and adjusted) reported here and below in Supplemental Tables T3-T4. **Filename: scRNA-seq_DEGs_dSERT16_v_dSERT4_Day0.csv**

**Supplemental Table T3. DE table for scRNA-seq, *dSERT^TMKO^* versus WT, Day 0 flies**. Differential expression table calculated using the pseudobulk method and DESeq2, for scRNA-seq, dSERT-TMKO v WT, Day0 shown in Fig. 3.  **Filename: scRNA-seq_DEGs_dSERT-TMKO_v_WT_Day0.csv**

**Supplemental Table T4. DE table for scRNA-seq, *dSERT^TMKO^* versus WT, Day 4 flies.** Differential expression table calculated using the pseudobulk method and DESeq2, for scRNA-seq, dSERT-TMKO v WT, Day4 shown in Fig 4.  **Filename: scRNA-seq_DEGs_dSERT-TMKO_v_WT_Day4.csv**

**Supplemental Table T5. DE table for scRNA-seq, citalapram versus vehicle fed Day 4 flies.** Differential expression table calculated using the pseudobulk method (collapsed by cell type and genotype) and DESeq2, for scRNA-seq, CIT v VEH Day 4 shown in Fig. 5.  **Filename: scRNA-seq_DEGs_CIT_v_VEH_Day4.csv**

# Supplementary material for: Transcriptional changes in specific subsets of Drosophila neurons following inhibition of the serotonin transporter
**Source:** Transl Psychiatry. 2023 Jun 24;13:226. doi: 10.1038/s41398-023-02521-3
**Supplement:** Supplementary file 7 — Supplementary Figure 1

A) coarse clustering (all datasets)

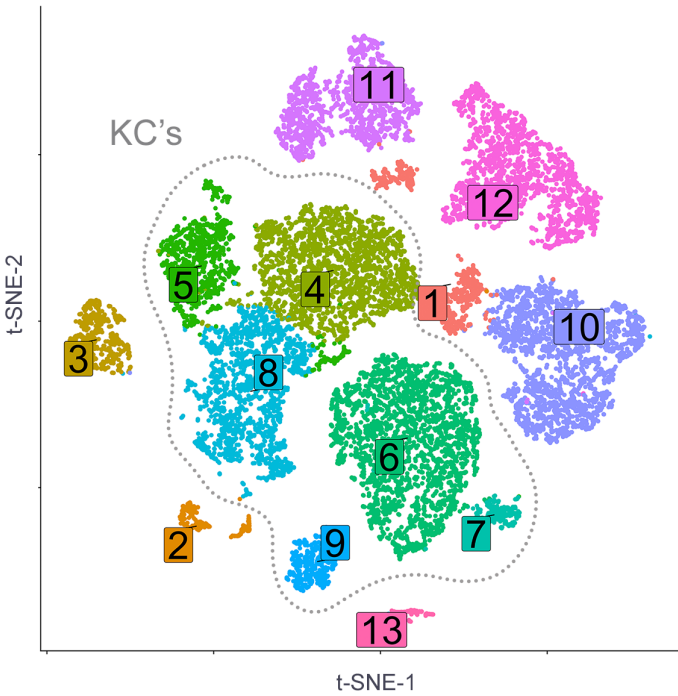

C) reclustering of KCs (all datasets)

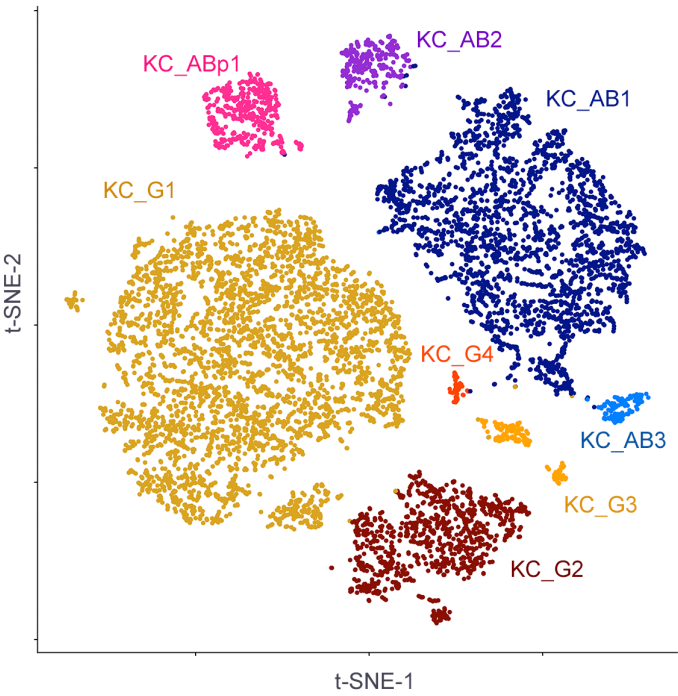

B) coarse clustering - marker genes

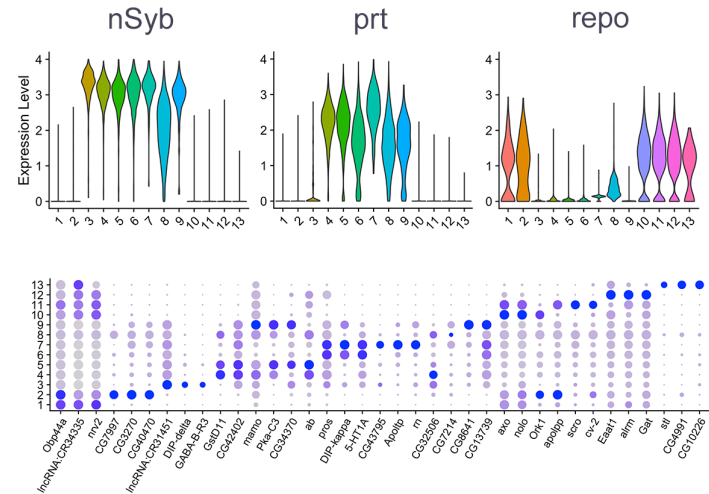

D) reclustered KCs - marker genes

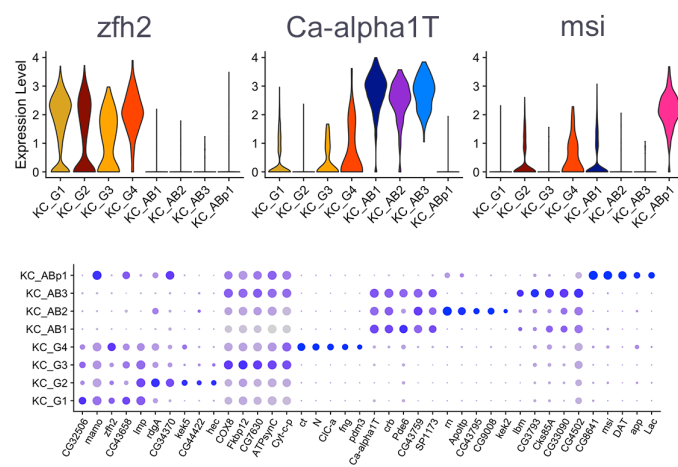

E) final clustering used in DE analysis

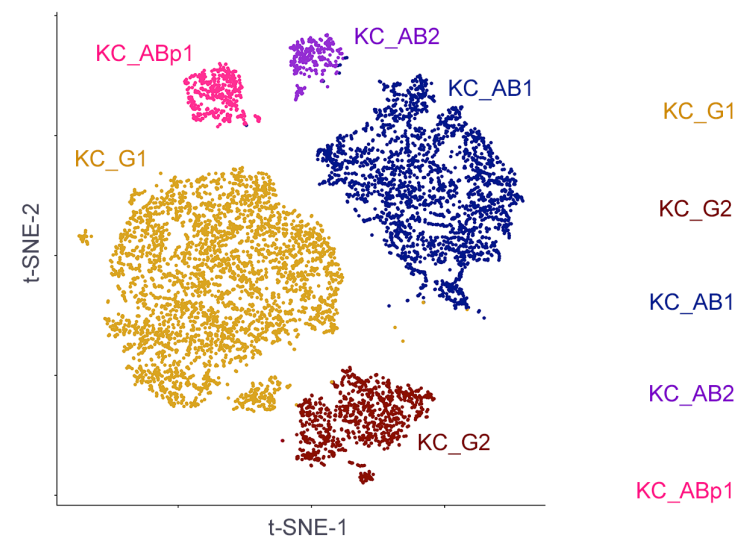

F) cell count per cluster, by experiment

|         | Fig. 2: day0       |                     | Fig. 3: day0      |                       | Fig. 4: day4-6    |                       | Fig. 5: day4-6 |     |
|---------|--------------------|---------------------|-------------------|-----------------------|-------------------|-----------------------|----------------|-----|
|         | dSERT <sup>4</sup> | dSERT <sup>16</sup> | w <sup>1118</sup> | dSERT <sup>TMKO</sup> | w <sup>1118</sup> | dSERT <sup>TMKO</sup> | VEH            | CIT |
| KC_G1   | 1015               | 395                 | 588               | 492                   | 251               | 251                   | 383            | 270 |
| KC_G2   | 220                | 67                  | 173               | 155                   | 72                | 46                    | 99             | 97  |
| KC_AB1  | 496                | 184                 | 296               | 265                   | 182               | 193                   | 415            | 378 |
| KC_AB2  | 92                 | 39                  | 19                | 25                    | 17                | 27                    | 32             | 31  |
| KC_ABp1 | 129                | 51                  | 62                | 53                    | 16                | 17                    | 35             | 49  |

### **Supplemental Figure S1. Clustering and integration for all scRNA-seq experiments**

A) Coarse clustering performed on all scRNA-seq datasets, integrated using Seurat. Clusters 4-9 are KCs. B) Expression of marker genes in each cluster, including *prt*, a marker for KCs. Clusters 1,2, and 10-13 are non-neuronal. C) Reclustering of KC's (clusters 4-6 from A), defining transcriptionally-defined subclusters for each KC type. D) Expression of marker genes in each of the clusters from C). E) Final clustering used in DE analysis for all experiments. KC\_AB3, KC\_G3, and KC\_G4 were removed because the number of cells in these clusters was too low to proceed with DE analysis. F) Table showing the number of cells in each cluster, by experiment and genotype.

# Supplementary material for: Transcriptional changes in specific subsets of Drosophila neurons following inhibition of the serotonin transporter
**Source:** Transl Psychiatry. 2023 Jun 24;13:226. doi: 10.1038/s41398-023-02521-3
**Supplement:** Supplementary file 8 — Supplementary Figure 2

A) expression pattern of selected DEGs  
*dSERT*<sup>16</sup> day 0

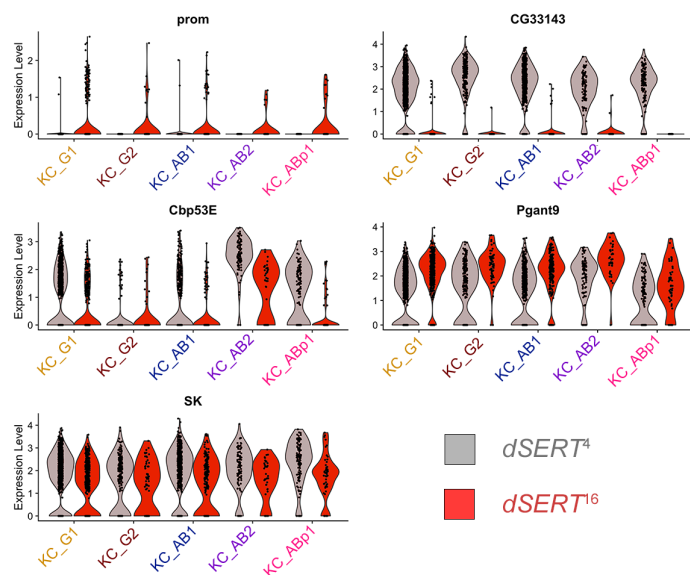

B) expression pattern of selected DEGs  
*dSERT*<sup>TMKO</sup> day 0

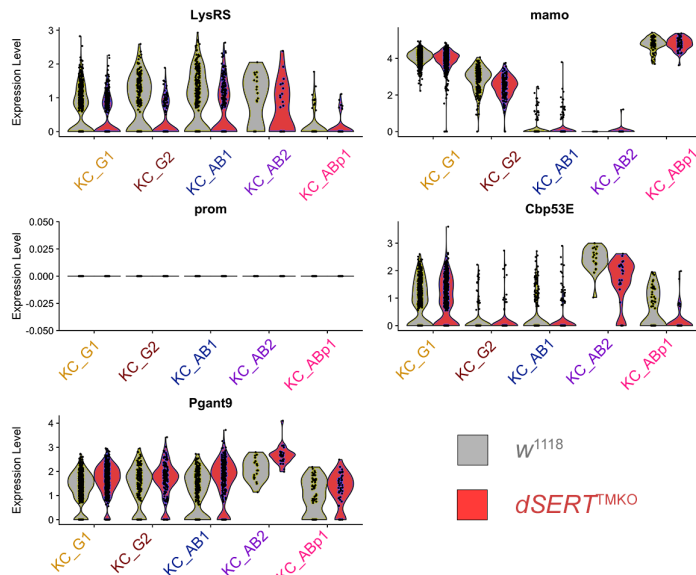

C) expression pattern of selected DEGs  
*dSERT*<sup>TMKO</sup> day 4-6

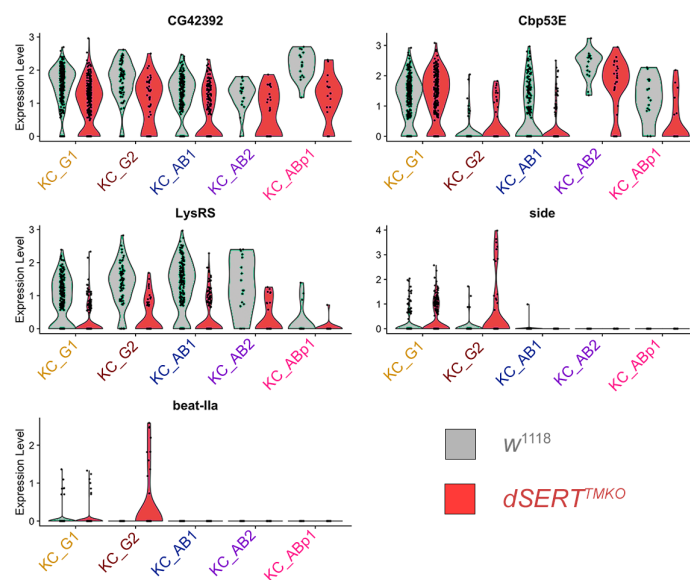

D) expression pattern of selected DEGs  
CIT day 4-6

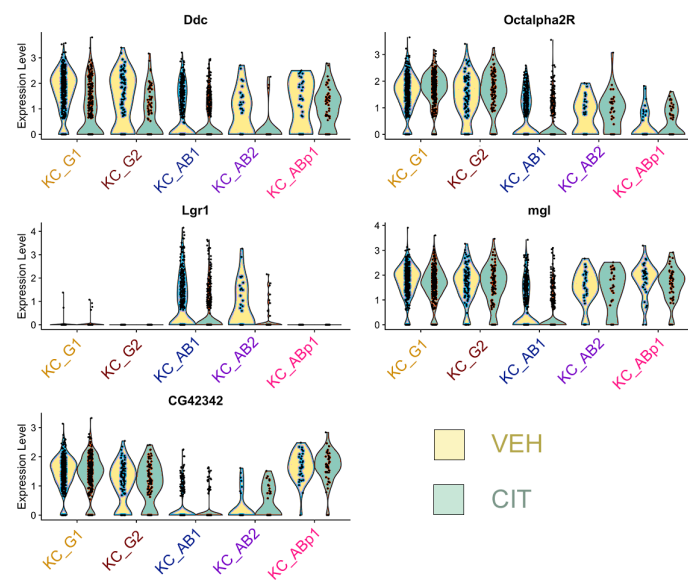

### Supplemental Figure S2. Violin plots for selected DEGs from each experiment

A) Violin plots derived from the normalized single-cell dataset examining  $dSERT^{16}$  vs  $dSERT^4$  at day 0, reflecting the same observations as in Fig. 2C for downregulation and upregulation of genes in different cell types. *Cbp53E* is enriched in KC\_AB2, and downregulated in  $dSERT^{16}$  compared to controls. *SK* is highly expressed in all KC types, but undergoes downregulation in response to  $dSERT$  LOF in KC\_ABp1 alone. B) Violin plots derived from the normalized single-cell dataset examining  $dSERT^{TMKO}$  vs controls at day 0, reflecting the same observations as in Fig. 3C for downregulation and upregulation of genes in different cell types. *LysRS*, identified as downregulated in KC\_G1 and KC\_G2, is de-enriched in KC\_ABp1. Notably, *prom*, is no longer expressed in any cell-type, consistent with the idea that it was an artifact of the  $dSERT^{16}$  deletion. *mamo*, identified as DE only in KC\_G2, appears to be highly expressed in KC\_G1 and KC\_ABp1, suggesting that the cell-type specific DE may be a true observation. C) Violin plots derived from the normalized single-cell dataset examining  $dSERT^{TMKO}$  vs controls at day 4-6, reflecting the same observations as in Fig. 4C for downregulation and upregulation of genes in different cell types. *LysRS*, identified as downregulated in KC\_AB1 and KC\_G1, is robustly expressed in the other KC clusters, suggesting that it may be a true cell-type specific change. D) Violin plots derived from the normalized single-cell dataset examining CIT- vs VEH-fed WT flies at day 4-6, reflecting the same observations as in Fig. 5C for downregulation and upregulation of genes in different cell types. *LysRS*, identified as downregulated in KC\_AB1 and KC\_G1, is robustly expressed in the other KC clusters, again suggesting that it may be a true cell-type specific change.

How the deposited data were processed for this re-analysis (not part of the article)

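The samples were Kenyon cells (KCs) sorted from the brains of female flies on the day of eclosion, 5 samples from dSERT16 mutants and 5 from dSERT4 controls, with 1 sample of each genotype from each of 5 collection dates. The replicate numbers 1 to 5 follow these dates. Of the 5 pairs, the 4 with columns in the authors' deposited table (replicates 2 to 5) are the samples of the study, and replicate 1 is the pair that the study left out for increased technical variability in a PCA. Bulk libraries were made by SMART-seq and sequenced together.

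The authors aligned the reads with STAR to the BDGP6 genome and deposited for each sample the counts of uniquely mapped reads per gene, as whole numbers without normalization. For the bulk alignment the paper's text names no annotation release and no count column. Each count table holds 23882 features, of which 17830 are genes with FlyBase gene identifiers and 5416 are transposable element insertions. The unmapped, multimapping, featureless and ambiguous reads stayed out of library sizes and tests. Unmapped reads made up 8.03% to 14.5% and multimapping reads 0.875% to 1.13% of the reads per sample. The authors' deposited table gives TPM values per sample that the authors computed, the log2 fold changes of dSERT16 over dSERT4, and the p-values and adjusted p-values that the authors obtained with DESeq2 for the 4 pairs. These columns were used to identify the samples of the study and for the counts attributed to that table, and the TPM values were in no test. Gene positions come from an annotation of BDGP6, which placed 23801 of the 23882 features. AANAT1, a DEG without coordinates there, was assigned to 2R from the authors' deposited table. GC content was not examined.

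Counts without regard to strand were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its defaults (a minimum count of 10 and a minimum total of 15), normalized by TMM and fitted by glmQLFit with robust estimation, without covariates. DEGs are genes with a Benjamini-Hochberg adjusted p under 0.05. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Log2 CPM values used a prior count of 2. A fold against samples that all hold 3 reads or fewer was computed against a floor of 3 counts. Such a fold is not a confidence limit, and without molecular identifiers the floor covers no error from library amplification. Single values were compared with two-sided exact permutation tests, which reach p = 0.0286 at best with 4 samples against 4 and p = 0.00794 with 5 against 5. Shares of DEGs were compared with two-sided Fisher's exact tests against all genes tested on the arms 2L, 2R, 3L, 3R, X and 4. PCA used the 500 most variable genes, centred and not scaled. The 7 lists of marker genes, written before they were tested, were examined with camera and fry of limma 3.58.1, and SerT, which the study names, is on the list of other neurotransmitter neurons. Tables and figures were made with Python 3.11.15.

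None of the lists was called between dSERT16 and dSERT4 in the 4 pairs. The mean log2 differences were -0.01 for the 11 KC genes tested, -0.21 for 8 glial genes, -0.40 for 10 photoreceptor and eye genes, -0.21 for 8 genes of other neurotransmitter neurons, 0.41 for 5 genes of fat body and blood cells, -0.14 for 2 male genes (roX1 and msl-2) and -0.17 for 12 stress response genes. The lowest adjusted p was 0.484 with camera and 0.997 with fry.

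The genes named were chosen by a rule set before the data were examined: every gene that the paper names for the bulk experiment, and the 5 DEGs with the largest increase and the 5 with the largest decrease among those whose genotypes did not overlap. Whether the replicate numbers pair the samples was checked, since the paper states that KCs of each genotype were dissociated in parallel and the labels give the dates. The correlation of the deviations from the genotype means between samples of 1 date was 0.217, 0.104, 0.121, 0.0956 and 0.0546 for replicates 1 to 5, against a mean of -0.0290 between samples of different dates. Taking deviations from the genotype means makes that mean negative when the values within dates are positive, so it is not an independent reference. The highest value between different dates was 0.0736, above that of replicate 5.

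The alternatives were DESeq2 1.42.0 (Wald test with its own size factors and filter), its size factors in edgeR, no filter on low counts, at least 10 counts in every sample, all 5 pairs, the collection date as a block, that block with all 5 pairs, the sum of the strand-specific columns, an adjusted p under 0.01, cutoffs on the fold change, and leaving out each sample in turn. The scripts were tested on simulated counts in which 200 genes were changed, each by at least 2-fold. The simulation held no date effect and no deviating sample, so its rates do not cover smaller changes or such samples. Of the 184 changed genes that passed the filter, edgeR recovered 137 (74.5%), with 10 false calls among 147 (6.80%). DESeq2 recovered 148 of 200, with 21 false calls among 169 (12.4%), and edgeR made 0 calls in counts without a change. The single-cell experiments of the paper were not analysed here.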

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

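The tests of dSERT16 material in dSERT4 samples, of a smaller amount of glial material and of male flies were chosen after the results were seen, and the tests of depth, of other dates and of HeT-A reads were set before. Samples far from the rest of their group were found in 8 of 82 groups of 4 or 5 samples, against 4.1 that chance gives, so that some of these 8 need no explanation.

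In dSERT4 replicate 4 prom stood at 54.7 CPM, while the other dSERT4 samples of the 4 pairs held 1.54 to 4.15 CPM, and Syngr stood at 132 CPM, while the others held 37.6 to 42.7 CPM. A candidate explanation is that material from dSERT16 entered this sample. Prom lay above those dSERT4 samples by 9.76% of the dSERT16 level and Syngr by 11.1%. FBti0102105, the only other abundant gene far higher in dSERT16, gave 12.2%, against 2.27%, -2.91% and 0.591% when replicates 2, 3 and 5 were held out. Over 5 genes other than prom and Syngr that are far higher in dSERT16, chosen without this sample, the median was 4.35%, with a range of -5.53% to 22.7% and 0 to 51 reads per gene. With other dSERT4 samples held out and replicate 4 in no baseline, the medians were 1.76% (-4.77% to 34.0%) for replicate 2, 34.5% (-5.03% to 96.7%) for replicate 3 and 9.27% (-2.72% to 103%) for replicate 5, so that the genes with few reads do not tell the samples apart. The abundant genes go with dSERT16 material in replicate 4, but prom and Syngr are the genes that flagged the sample, which leaves 1 gene of repeated sequence, and the explanation stays open. Reads reassigned evenly among the libraries, which were sequenced together, would raise prom in the other dSERT4 samples too, where its highest level was 4.15 CPM. A biological difference between the flies of this date stays open and was not tested.

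In dSERT4 replicate 5 Ir76a stood at 4.30 CPM, against 12.5 to 12.9 CPM in the other dSERT4 samples of the 4 pairs, and Trim9 at 8.17 CPM against 10.5 to 10.8 CPM. In dSERT4 replicate 1, normalized with all 10 samples, Ir76a stood at 13.4 CPM and Trim9 at 5.01 CPM, so that over all 5 pairs replicate 5 was not the lowest for Trim9. The dSERT16 samples held 1.62 to 4.12 CPM of Ir76a. Material from dSERT16 in this sample would have to make up at least 75.4% of it to give this level. This is argued against by the 3 abundant genes that are far higher in dSERT16, prom, Syngr and FBti0102105, which lay above replicates 2 and 3 by at most 0.591% of the dSERT16 level, while genes with few reads reached 103%. Without this sample the log2 fold change of Ir76a was -2.12 (edgeR adjusted p = 0.0168, within 1.51e-04 to 0.682 over its alternatives). With the strand-specific columns summed, which brings in reads shared with the overlapping CG14102, the log2 fold change of Ir76a was -0.42. No explanation of the Trim9 value was tested, and no biological explanation was tested for either gene.

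The samples of replicate 1, which the study left out, had PC2 scores of -33.0 in dSERT4 and -17.2 in dSERT16, far from the 4 other samples of each genotype. Their glial marker genes were lower than at the other dates by a mean log2 difference of -2.35, in 8 of 8 genes, and dSERT16 replicate 1 held a mean log2 CPM of 2.78 on this list. After the reads of every sample were thinned to the number in the smallest library the difference was -2.37, which argues against sequencing depth. The largest shift of the list at any other date was 0.927 (replicate 4), so that a shift of this size is not one that each date gives. That shift and the one of 0.915 at replicate 3 were upward. Camera called both (adjusted p = 0.0482 and 0.0331) and fry called neither. The other dates in both comparisons include replicate 1, whose low values push these shifts upward. These 2 calls are therefore not independent of replicate 1. The values are consistent with less glial material among the sorted cells of that date, since 0 of the lists of other cells were called lower with it, and both genotypes share the shift. The 8 glial genes were all detected in the sorted cells of every date, with the most abundant, nrv2 and Gs2, at log2 CPM values of 8.13 and 7.39 in dSERT4 replicate 1. Why that date differs was not tested.

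A pair of HeT-A copies that the paper's text does not name were higher in dSERT16. The authors' deposited table lists both with an adjusted p under 0.05. The copy FBti0102105 had a log2 fold change of 3.19, and FBti0062678 was 16.0-fold higher against the floor of 3 counts. In dSERT16 replicate 3 FBti0102105 stood at 15.2 CPM, above the 12.0 to 12.3 CPM of the other dSERT16 samples of the 4 pairs. If reads had only moved between copies of the family, the sum over all 26 copies would not differ, whereas it was 28.99 ± 2.99 CPM (SD, n = 4) in dSERT16 and 15.0 ± 2.49 CPM (SD, n = 4) in dSERT4 (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 allow). Of the 7 copies tested 4 were higher and 3 lower. A difference in the number or sequence of telomeric copies between the lines stays open, as does the genotype itself, and neither was tested.

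The Y-linked pseudogene CR41504 was at least 10.8-fold higher in dSERT16, although females were collected. The paper's text does not name it, and the authors' deposited table lists it with an adjusted p under 0.05. Whether male flies were among the dSERT16 samples could not be told. The male genes tested, roX1 and msl-2, had a mean log2 difference of -0.14 (two-sided exact permutation test, p = 0.629). Named after their values were seen, roX2, an RNA of male dosage compensation with too few reads to be tested, held 0, 39, 19 and 20 reads in dSERT16 replicates 2 to 5 and 11, 1, 4 and 1 in dSERT4, and Sxl, which directs female development, was lower in dSERT16 (log2 fold change -0.42, edgeR adjusted p = 0.0447). The sum over 23 protein-coding Y genes, by contrast, was lower in dSERT16, at 24.8 ± 6.41 CPM (SD, n = 4) against 43.7 ± 6.99 CPM (SD, n = 4) in dSERT4 (two-sided exact permutation test, p = 0.0286). Male flies stay open, as do reads of a similar sequence elsewhere in the genome, which were not tested.

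CG6347 (log2 fold change 4.47) and Syngr (log2 fold change 3.79) lie close to each other on 2R and were far higher in dSERT16. The paper's text does not name these genes either, and the authors' deposited table lists CG6347 and Syngr with an adjusted p under 0.05. Both genes were called by edgeR in the 4 pairs and in all 5 pairs, and Syngr was not called with the collection date as a block or with no filter on low counts. Whether sequence around these genes differs between the lines, or whether their expression responds to the loss of the transporter, was not tested.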

How the results depend on the processing

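All alternatives were set before the data were examined, except the block of collection dates with DESeq2 and the fold cutoffs combined with DESeq2 or the block, which were chosen after seeing the data. The number of DEGs moved with the test. DESeq2 gave 149 DEGs (76 higher and 73 lower, 73 of at least 2-fold), and with the block of collection dates 194 (89 higher and 105 lower, 92 of at least 2-fold), against 43 with edgeR (23 higher and 20 lower, 21 of at least 2-fold). In edgeR, no filter on low counts gave 77 (38 higher and 39 lower), all 5 pairs 66 (36 higher), the block with all 5 pairs 94 (43 higher and 51 lower, 37 of at least 2-fold), and an adjusted p under 0.01 19 (9 higher and 10 lower, 11 of at least 2-fold). With a cutoff of 1.5-fold added, DESeq2 gave 114 DEGs (57 higher and 57 lower), DESeq2 with the block 140 DEGs (59 higher and 81 lower) and the block with all 5 pairs 68 DEGs (28 higher and 40 lower), and with 2-fold 73 DEGs (35 higher and 38 lower), 92 DEGs (40 higher and 52 lower) and 37 DEGs (14 higher and 23 lower), where fewer genes can pass. Across the 8 fits that each left out 1 sample there were 18 to 40 DEGs, 9 to 23 higher, 9 to 21 lower and 9 to 22 of at least 2-fold, with the fewest DEGs without dSERT4 replicate 3. Fewer samples lower the power of these fits. The cause of the other movements was not tested.

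The excess of DEGs on 2R had an odds ratio above 1 in each alternative run. It was no longer past the threshold at an adjusted p under 0.01, where fewer DEGs remained (odds ratio 2.37, Fisher's exact test, p = 0.0795), nor without dSERT4 replicate 5 (odds ratio 1.88), dSERT16 replicate 3 (2.34) or dSERT16 replicate 5 (2.02), each with fewer samples. Across the 8 fits that left out 1 sample the odds ratio was 1.88 to 4.04. The odds ratio within 1 Mb of SerT, 1.37 in the 4 pairs and not past the threshold there, fell below 1 with the block of collection dates (0.806), with that block and all 5 pairs (0.900), with an adjusted p under 0.01 (0) and with a window of 2 Mb (0.913). It was higher with a window of 0.5 Mb (2.24), no filter on low counts (2.07), at least 10 counts in every sample (1.75) and DESeq2 with the block (1.63) and without it (1.55), and in none of these past the threshold. Across the fits that left out 1 sample it was 0 to 1.83, with 0 without dSERT4 replicate 3, dSERT4 replicate 5, dSERT16 replicate 3 or dSERT16 replicate 5. It rests on 3 DEGs.

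The log2 fold change of prom was 5.17 and not past the threshold in edgeR, and past it with DESeq2 (5.12), with DESeq2 and the block (7.02) and without dSERT4 replicate 4 (7.81), where the sample with the high level is left out. Across the fits that left out 1 sample it was 4.76 to 7.81. With all 5 pairs the mean log2 difference of the stress response list was -0.39 and was called by camera (adjusted p = 0.0132) but not by fry (adjusted p = 0.678), and that of the fat body and blood cell list reversed to -0.17 without being called. The cause was not tested.

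The collection date as a block (replicate block) gave 54 DEGs (26 higher and 28 lower), of which 34 were among the 43 without it. Among the genes named here it lost the calls of achi, CR41504, FBti0062678 and Syngr and gained that of Proc-R, and it changed no other call of a named gene or of a marker list. Among all results for single named genes except prom and SerT, 304 of 385 kept their direction and side of the threshold, 54 were no longer past it, 27 were newly past it and 0 reversed. With at least 10 counts in every sample 17 of these 23 genes were left to test. DESeq2-style size factors in edgeR and the sum of the strand-specific columns changed no call of a named gene. The difference on PC1 kept its direction and stayed past the threshold with all genes tested, without 2R genes and with the 4 pairs.

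Depth limits the folds of CR41504 and FBti0062678, which are lower bounds. On SerT, 5 to 40 reads per dSERT16 sample and 19 to 69 per dSERT4 sample were counted, and the standard error of its log2 fold change was 0.70. How much of it comes from depth was not tested.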

Differences from the paper's values

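The paper reports 98 DEGs in the bulk experiment, and edgeR called 43. Of the alternatives set before the data were examined, no filter on low counts (77), all 5 pairs (66) and the block of collection dates with all 5 pairs (94) came within 1.5 times of the paper's number, and the others did not, DESeq2 with 149 among them. The paper reports 44 DEGs higher in dSERT16 against 23 here. No filter (38), all 5 pairs (36) and the block with all 5 pairs (43) came within 1.5 times, and the other alternatives did not. The paper reports 54 DEGs lower in dSERT16 against 20 here, which DESeq2 (73), no filter (39) and the block with all 5 pairs (51) brought within 1.5 times, while the others did not. Settings chosen after seeing the values, which add a fold cutoff to another change, also came within 1.5 times. With at least 1.5-fold, DESeq2 gave 114 DEGs (57 higher and 57 lower) and DESeq2 with the block 140 (59 and 81), and with at least 2-fold DESeq2 gave 73 (35 and 38) and DESeq2 with the block 92 (40 and 52). The block with all 5 pairs and at least 1.5-fold came within 1.5 times for all DEGs (68) and for those lower (40), and not for those higher (28). In the authors' deposited table 96 genes with an adjusted p under 0.05 changed at least 1.5-fold, 48 higher and 48 lower.

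For its comparison with single cells the paper reports 161 DEGs in the bulk experiment, against 43 here. Of the alternatives set before the data were examined, only DESeq2 (149) came within 1.5 times. DESeq2 with the block of collection dates, which was chosen after seeing the values, gave 194, also within 1.5 times, as did at least 1.5-fold with DESeq2 (114) and with DESeq2 and the block (140), chosen after seeing the values too. The authors' deposited table lists 128 genes with an adjusted p under 0.05.

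Of the genes that the paper names as DEGs, Lim1, Trim9 and CCHa2-R were called under none of the alternatives run, with edgeR adjusted p-values of 0.584, 0.702 and 0.671 in the 4 pairs. For ppk29 the edgeR adjusted p was 0.637, and of the alternatives run only DESeq2 with the block of collection dates, chosen after seeing the values, called it (adjusted p = 0.0489). Ork1 (edgeR adjusted p = 0.141) was called with DESeq2, with no filter on low counts and with DESeq2 and the block. Proc-R (edgeR adjusted p = 0.0818) was called with those 3 settings and with the block of collection dates, in the 4 pairs and in all 5. Ir76a (edgeR adjusted p = 0.0527) was called with DESeq2 with and without the block, with no filter, with at least 10 counts in every sample, with all 5 pairs with and without the block, and without dSERT4 replicate 5.

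The paper describes otk, Snp, RpLP2 and CG42392 as concordant between bulk and single cells. In edgeR their calls were absent in the 4 pairs, with adjusted p-values of 0.154 for otk, 0.629 for Snp and 0.0554 for RpLP2, and CG42392 held 0 reads in each of the 10 samples. Otk was called with DESeq2 with and without the block, with no filter, and with all 5 pairs with and without the block, and RpLP2 with these settings and with at least 10 counts in every sample. Snp was called under none of the alternatives run. The paper describes prom as upregulated, and its edgeR adjusted p in the 4 pairs was 0.396, while DESeq2 with and without the block and the fit without dSERT4 replicate 4 called it.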

Other observations

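The tests of the region around SerT and of a linked block on 2R were chosen after the results were seen, and the splits of the samples and the matched draws were set before.

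Among the 35 splits of the 8 samples into 4 and 4, 1 gave as many DEGs as the genotypes, the split by genotype itself, and the highest count in another split was 8. For DEGs on 2R it was also 1 of 35, with at most 1 in another split. Of the 8 splits that part all 4 dates, the 7 others gave 0 DEGs. With all 5 pairs, 1 of 100 splits drawn from 126 gave as many DEGs as the genotypes. The highest other count was 53, for a split with all samples of replicates 1 and 2 on 1 side, together with dSERT16 replicate 3. It parts 1 pair, and the other splits drawn that part all 5 pairs gave 0 DEGs.

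No marker list was called between the genotypes in the 4 pairs. Each of the 35 splits must give at least 0 lists, so this comparison could not come out otherwise. Nothing is concluded from it. Camera called a median of 1 list and up to 3 lists in the other splits.

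For the concentration of DEGs on 2R, technical and positional explanations were examined. The expression level and exon length of 2R genes are argued against by random sets of genes matched to the DEGs on both, which held as many 2R genes in a share of 2.00e-04 of 10000 draws. Of the 41 DEGs with a length 19 were on 2R, and the matched sets had a median of 8. An effect limited to 1 Mb around SerT is argued against by the odds ratio without these genes, 3.58. The DEGs were placed unevenly along the arm (two-sided permutation test of the largest gap between the distributions, p = 0.0112). With DESeq2 this p was 1.00e-04, the smallest that the 10000 permutations can give, and with the block of collection dates 0.0352. This is consistent with a linked block of sequence that differs between the lines beyond 12 Mb, a hypothesis that the data at hand can only bear on through position. Sequence variants were not examined, and responses to the loss of the transporter stay open.

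The paper describes prom as not expressed in wild-type KCs. In the dSERT4 samples of the 4 pairs other than replicate 4, 32 to 124 reads per sample were counted on prom, 1.54 to 4.15 CPM. The dSERT4 control carries its own deletion at the dSERT locus, and the sorted cells also held transcripts of glial marker genes. These reads therefore do not test the statement on wild-type KCs.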
